# *Lactobacillus johnsonii* N6.2 phospholipids induce immature-like dendritic cells with a migratory-regulatory-like transcriptional signature

**DOI:** 10.1080/19490976.2023.2252447

**Published:** 2023-09-07

**Authors:** Alexandra E. Cuaycal, Leandro Dias Teixeira, Graciela L. Lorca, Claudio F. Gonzalez

**Keywords:** *Lactobacillus johnsonii* N6.2, probiotic, microbial-derived lipids, phospholipid, innate immunity, dendritic cell, cellular immune response, immunomodulation

## Abstract

Shifts in the gut microbiota composition, called dysbiosis, have been directly associated with acute and chronic diseases. However, the underlying biological systems connecting gut dysbiosis to systemic inflammatory pathologies are not well understood. Phospholipids (PLs) act as precursors of both, bioactive inflammatory and resolving mediators. Their dysregulation is associated with chronic diseases including cancer. Gut microbial-derived lipids are structurally unique and capable of modulating host’s immunity. *Lactobacillus johnsonii* N6.2 is a Gram-positive gut symbiont with probiotic characteristics. *L. johnsonii* N6.2 reduces the incidence of autoimmunity in animal models of Type 1 Diabetes and improves general wellness in healthy volunteers by promoting, in part, local and systemic anti-inflammatory responses. By utilizing bioassay-guided fractionation methods with bone marrow-derived dendritic cells (BMDCs), we report here that *L. johnsonii* N6.2 purified lipids induce a transcriptional signature that resembles that of migratory (mig) DCs. RNAseq-based analysis showed that BMDCs stimulated with *L. johnsonii N6.2* total lipids upregulate maturation-mig related genes *Cd86*, *Cd40*, *Ccr7*, *Icam1* along with immunoregulatory genes including *Itgb8*, *Nfkbiz*, *Jag1*, *Adora2a*, *IL2ra*, *Arg1*, and *Cd274*. Quantitative reverse transcription (qRT)-PCR analysis indicated that PLs are the bioactive lipids triggering the BMDCs response. Antibody-blocking of surface Toll-like receptor (TLR)2 resulted in boosted PL-mediated upregulation of pro-inflammatory *Il6*. Chemical inhibition of the IKKα kinase from the non-canonical NF-κB pathway specifically restricted upregulation of *Il6* and *Tnf*. Phenotypically, PL-stimulated BMDCs displayed an immature like-phenotype with significantly increased surface ICAM-1. This study provides insight into the immunoregulatory capacity of Gram-positive, gut microbial-derived phospholipids on innate immune responses.

## Introduction

Alterations in bacterial diversity lead to microbiota structural imbalances in the gut called dysbiosis. Important shifts in the microbiota composition have been extensively documented and directly associated with acute and chronic diseases.^1–3^ But the underlying biological systems explaining such correlations are poorly described. Certainly, dysbiosis has been attributed as a major cause of several inflammatory and autoimmune disorders, including diabetes, inflammatory bowel disease (IBD), and rheumatoid arthritis. However, the mechanisms connecting gut dysbiosis and systemic effects linked to such specific pathologies are not well understood.^4^ Gut dysbiosis can be corrected by using fecal transplant obtained from healthy donors, as well as by using therapeutic probiotics.^5^ Specific bacterial strains used as probiotics can contribute to restore the gut microbiota balance and modulate the immune response. Several microbial-derived bioactive metabolites such as short-chain fatty acids (SCFAs), tryptophan metabolites, and secondary bile acids diffuse through the mucosa, interact with specific receptors and regulate host’s physiology and immunity.^6–8^

The immune system surveillance in the gut epithelium is mainly performed by antigen presenting cells (APCs), also called dendritic cells (DCs). These specialized cells work as a direct link between innate and adaptive immune responses. After up taking a new antigen (Ag), DCs intracellularly process it and present it to T cells in the draining lymph nodes (LNs), triggering the activation of adaptive immunity. Thus, DCs are distributed in both lymphoid and non-lymphoid tissues, displaying great heterogeneity regarding their functional and maturation state.^9^ While DCs present peptide Ags and activate conventional T cells for the initiation of adaptive immune responses, they also control the tolerogenic response, and as such, are key modulators of the host’s overall immunity.^10^ DCs can sense, process, and present lipid Ags through their CD1d molecules, for the stimulation of invariant NKT (iNKT) cells and subsequent modulation of immune responses.^11^ In the gut, DCs are distributed throughout the intestinal mucosa and play a central role in maintaining intestinal immune homeostasis, as they are the sentinel cells that control both innate and adaptive immunity in such an Ag-diverse environment.^12^

Lipids are increasingly being recognized for their signaling roles in fundamental cellular processes such as cell proliferation, survival, apoptosis, and cell metabolism. In fact, they are key bioactive mediators of inflammatory responses, and their dysregulation is involved in the development of chronic diseases including rheumatoid arthritis, inflammatory bowel disease, diabetes, and cancer.^13,14^ Structurally, they are highly diverse molecules with over 40,000 species, divided into eight basic categories according to their structure.^15^ Particularly, phospholipids are a diverse group of lipids with important signaling properties. Endogenous phospholipids act as precursors of either bioactive lipid mediators of inflammation (mainly eicosanoids) or of bioactive resolving mediators of inflammatory responses (lysophospholipids and endocannabinoids).^14^ While endogenous signaling phospholipids have been widely studied and their indispensable roles in tissue homeostasis are actively being determined, little is known about the involvement of gut commensal-derived lipids in the modulation of host’s immunity.

We recently reported the immunological properties of *Lactobacillus johnsonii* nanovesicles isolated directly from the bacterial culture supernatants.^16^ *L. johnsonii* N6.2 nanovesicles, composed of a complex lipid profile, surface proteins, and nucleic acids, were able to induce a strong innate immune response *in vitro*.^17^ Those *in vitro* results showed a direct correlation with the presence of IgA and IgG antibodies in human blood samples from healthy adults consuming the probiotic.^16^ Nonetheless, the specific components of these complex nanovesicles prompting the immune response were not yet identified.

Unique, gut-microbial derived lipids have been recently characterized in the murine intestine.^18^ Strikingly, these microbial-derived lipids are structurally different from host’s endogenous lipids and are emerging as active modulators of host’s immunity.^19–21^ The involvement of sphingolipids, specifically α-galactosylceramides (α-GalCers), derived from the Gram-negative bacteria and gut symbionts *Bacterioides* spp., on the homeostasis of gut immune cell is well documented.^19,22–24^ Recently, phospholipids and ornithine lipids derived from *Akkermansia muciniphila* were described as modulators of the innate immune response.^21,25^ Indeed, the participation of microbial components (including bacterial-derived lipids) in maintenance of host’s health has been described for several species of the *Bacteroidetes* and *Verrucomicrobia* families.^21,25–28^ Undoubtedly, the involvement of bacterio-lipids in host’s gut homeostasis is driving a strong scientific interest.

The central goal of the present article was to evaluate the immune-stimulating properties of lipids synthesized by *L. johnsonii* N6.2, a probiotic strain with proven beneficial effects on humans’ immune system.^29^ *L. johnsonii* N6.2 is a gut symbiont isolated from the gut of diabetic resistant rats. This bacterial strain presents probiotic characteristics and has been demonstrated to 1) delay the onset of Type 1 Diabetes (T1D) in diabetic prone (BBDP) rats, 2) modulate host’s phospholipid dynamics under a high fat diet and 3) improve general wellness in healthy adults.^29–31^ *L. johnsonii* N6.2 exerts its effect, in part, by interacting with the innate and adaptive immune system; inducing a Th17 cell bias in mesenteric lymph nodes of BBDP rats and modulating innate and adaptive immune cell populations in healthy volunteers.^29,32^ By combining transcriptional and phenotypical analyses in cell-based assays, we report here that *L. johnsonii* N6.2 phospholipids are immunogenic and induce a migratory-regulatory-like transcriptional signature in BMDCs.

## Results

### Purified lipids induce a gene expression pattern in bone marrow-derived dendritic cells

Qualitative lipidomic profiling of *L. johnsonii* N6.2-purified lipids revealed that total lipids (TLs) from *L. johnsonii* N6.2 are comprised of 67% glycerolipids (as glycosyldiradylglycerols (42%), diradylglycerols (17%), and triradylglycerols (8%)); 28% glycerophospholipids (as glyerophosphoglycerols) and 5% fatty acids (including 3% of fatty acids and conjugates and 2% octadecanoids) (Figure 1a,b). The lipidomic features detected for *L. johnsonii* N6.2 TLs as spectral (MS-2) annotations are displayed in Table S1. A total of 106 annotations were identified by spectral matching, representing only 6% of total readouts (see Table S2).

**Figure 1.**
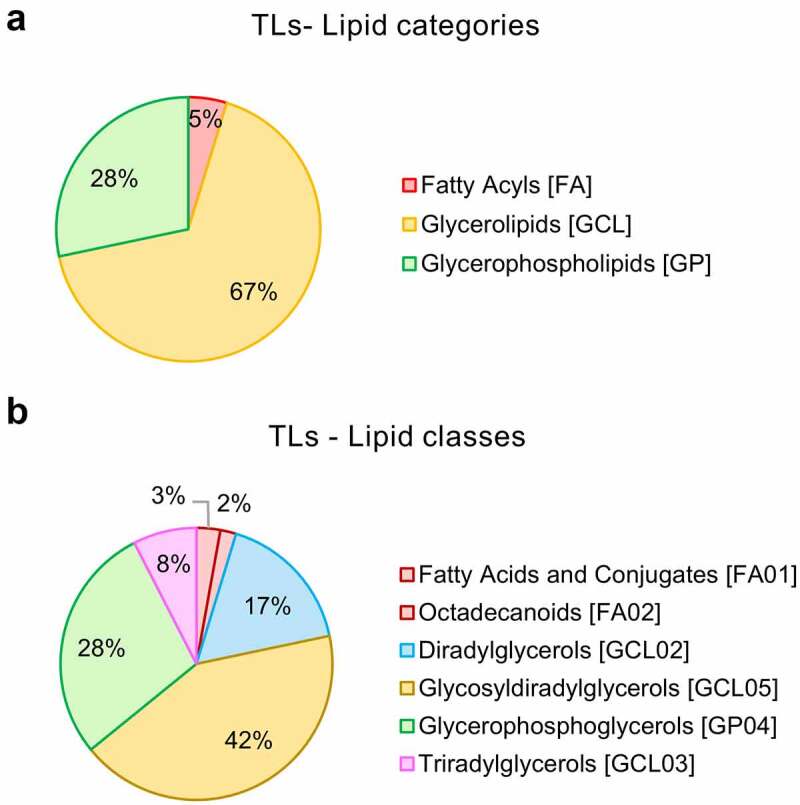
Global lipidomics analysis of *Lactobacillus johnsonii* N6.2 total lipids (TL). Total lipids from *L. johnsonii* N6.2 were purified and pooled from a large-scale culture and profiled by qualitative LC-MS/MS analysis. a: Percentage abundances in lipid categories. b: Percentage abundances in lipid classes. The abbreviation GCL for glycerolipids was selected to avoid confusion with GL (denotation used for the glycolipid fraction obtained after lipid fractionation of *L. johnsonii* N6.2 total lipids).

To determine the immune-stimulating properties of *L. johnsonii* N6.2-purified lipids, we generated rat BMDCs and stimulated the cultures with TLs. Cytotoxicity of the purified lipids was assessed by the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. No significant detrimental effects were found (Figure S1a). Complementary, cell viability was also assessed by flow cytometry during each assay and determined to consistently be over 95% (Figure S1b). The lipid samples were used as a homogeneous emulsion in PBS buffer pH 7.2. This assay was carried out in 7-day-old cultures having 10^6^ BMDCs per treatment. The cells were stimulated for 6 h with 600 ng/mL of *L. johnsonii* N6.2 TLs. The TL concentration tested was previously titrated and selected based on its stimulatory capability as determined by gene expression changes (Figure S2). We measured the induction of *Il6, Il10* and *Tnf* to evaluate the stimulatory capacity of the TLs obtained (Figure S2a) and posteriorly, expression of *Il6* and *Il10* for each lipid fraction assayed (Figure S2b). A minimum stimulation period of 6 h was determined to be enough to reproducibly follow the changes in gene expression among TLs and the fractions. In addition, stimulations with TLs from representative Gram-positive and Gram-negative bacteria showed that *L. johnsonii* N6.2 TLs induce a significantly distinct gene expression profile for the genes evaluated (Figure S3).

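RNA was sequenced from rat BMDCs on day 7 of culture, after 6 h with TLs at 600 ng/mL, with α-GalCer at 100 ng/mL or with the vehicle control. The cells had been grown from bone marrow progenitors with GM-CSF and FLT3L, and each well held 1000000 cells. α-GalCer is a synthetic glycolipid known to activate iNKT cells when CD1d presents it. Each of the 3 groups had 3 libraries, which the paper describes as independent assays. The sample labels give PBS alone as the solvent of the TLs, and DMSO with PBS for α-GalCer and for the vehicle control. In these libraries a difference between TLs and both other groups therefore cannot be told apart from the absence of DMSO. For its later fractionation assays, in which qRT-PCR followed 6 response-markers, the paper gives DMSO and ethanol as the solvent of the TLs and a vehicle with both, and its Figure 4 shows Il6, Il10, Tlr2 and Adora2a higher and Tlr4 and Cyp2s1 lower with TLs than with that vehicle; those assays were not analysed here. The authors selected mRNA with poly-T beads, made paired-end libraries, cleaned the reads with fastp, mapped them with HISAT2 to the rat assembly Rnor_6.0 and counted them per gene with featureCounts. The counts used here were raw, before the authors' EDASeq correction for length and GC content, their removal of outlying counts and NOISeqBIO. Total counts ranged from 16357236 to 17729881 in the vehicle libraries, from 15190820 to 20591105 in the TL libraries and from 16379858 to 17882018 in the α-GalCer libraries. Of 32545 genes counted, 12602 passed edgeR's filter on low counts. The 9 libraries were fitted together with edgeR's quasi-likelihood test on TMM-normalized counts, and DEGs were called at the paper's thresholds, an adjusted p under 0.01 and an absolute log2 fold change over 0.3. Levels are given in CPM, counts scaled to the TMM-normalized library size, with their SD, and intervals and floors cover counting error only. Gene symbols came from Table S3, which lists only genes the paper called against the vehicle control, and 1839 of the genes tested had one. Counts over lists of named genes are for that reason not independent of the paper's calls.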

We used 100 ng/mL of synthetic α-GalCer (KRN700) or the vehicle control to compare the global stimulation patterns obtained with *L. johnsonii* N6.2 TLs. 

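The 3 TL libraries lay apart from the 6 other libraries. In a principal component analysis of log2 CPM of the genes tested, PC1 held 54.1% of the variance, and the TL libraries scored between 44.8 and 45.6 on it against −25.1 to −20.8 for the vehicle and α-GalCer libraries. Of the DEGs, 2172 were called in the same direction against the vehicle control and against α-GalCer, 1103 higher and 1069 lower with TLs, and 0 in opposite directions, where independent lists of these sizes would share 249; 278 were called against the vehicle control only and 390 against α-GalCer only. Of the 78 genes of the study counted here that could be tested, 0 were called between α-GalCer and the vehicle control, and their median absolute log2 fold change was 0.080. An unadjusted p under 0.05 was found for 5 of them, Il10, Csf2, Cxcl6, Itgax and Siglec10, with an adjusted p of 0.99994 in edgeR for each. Il10 had 7 counts over the vehicle libraries and 0 over the α-GalCer libraries. Csf2 had 2 and 10 counts in the same order, a ratio of 4.84 with a counting interval from 1.03 to 45.4. The log2 fold changes were 1.11 (standard error 0.41) for Cxcl6, −0.21 (standard error 0.062) for Itgax and −0.14 (standard error 0.051) for Siglec10. Over all genes, edgeR called 0 DEGs between these groups and limma-voom 0, DESeq2 called 2, and 370 of 12602 genes had an unadjusted p under 0.05 in edgeR. The 2 from DESeq2, named after their values were seen, were Ewsr1, which encodes an RNA-binding protein, and ENSRNOG00000053118. With no filter on low counts edgeR called the same 2. Ewsr1 had a log2 fold change of −1.83, with 1065 counts over the vehicle libraries, 309 with α-GalCer and 355 with TLs. Its count was thus lower than with the vehicle control in both other groups. ENSRNOG00000053118 had one of 3.16, with 75, 702 and 50 counts in the same order. In simulated data with 200 genes changed, DESeq2 made a mean of 10 false calls in this comparison. That number depends on the genes changed and cannot tell whether the 2 calls are false. In simulated data of these groups, with 200 genes above 1 CPM with the vehicle control changed, edgeR recovered 79.6% of those given a 2-fold change. Recovery of lower genes, such as Il10 and Csf2, or with fewer genes changed was not measured. Vehicle replicate 2 scored −32.6 on PC2 (9.72% of the variance), against 14.9 and 15.6 for the other vehicle libraries. Without it edgeR called 1 DEG between α-GalCer and the vehicle control, with 1472 of 12786 genes at an unadjusted p under 0.05. Genes without a change would give a share near 0.05, so that the 370 lie below it and the 1472 above it. The 0 DEGs with every library therefore do not show that α-GalCer had no effect. Both TL comparisons use the same 3 TL libraries, and how much of the excess over 249 comes from the shared libraries was not measured.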

RNAseq-based analysis demonstrates that stimulation of BMDCs with TLs induces a distinct pattern of gene expression. 

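Against α-GalCer, the named transcripts that rose most with TLs include those of cytokines and chemokines. The largest rises among genes with a symbol included Mmp13, a collagenase, with a log2 fold change of 8.01 (standard error 0.20, adjusted p = 4.14e-10 in edgeR), and Cxcl6, a neutrophil chemokine, with 6.38 (standard error 0.23, adjusted p = 8.04e-09 in edgeR). Ptgs2, which encodes the inducible cyclooxygenase, was 73.6-fold higher with TLs (standard error 0.071 on the log2 scale). Il10 had 652 counts in the 3 TL libraries together and 0 in the 3 α-GalCer libraries, so that it was at least 243-fold higher with TLs, taking 3 counts over the group as the floor. Aqp3, a channel for water and glycerol, had a log2 fold change of −2.36 (standard error 0.17, adjusted p = 2.11e-06 in edgeR), and Gprc5c, an orphan G protein-coupled receptor, one of −2.30 (standard error 0.19, adjusted p = 4.29e-06 in edgeR). In all, edgeR called 2562 DEGs between TLs and α-GalCer, 1241 higher and 1321 lower with TLs. With upper quartile normalization 1000 were higher and 1742 lower, so the balance of directions depends on the normalization.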

We identified 2515 significantly differentially expressed genes (DEGs) (p.adjust < 0.01, |log2FC| > 0.3) when compared to the prototypical α-GalCer. When the samples were compared to the vehicle control (Figure 2a,b), 2283 genes exhibited differential expression (p.adjust < 0.01, |log2FC| > 0.3, Table S3). 

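The named transcripts that rose most with TLs include those of cytokines and chemokines. Serpinb2, which encodes the plasminogen activator inhibitor PAI-2, had a log2 fold change of 6.41 (standard error 0.18, adjusted p = 1.10e-09 in edgeR). Among the genes that fell, Clec4a, a C-type lectin receptor, had a log2 fold change of −3.32 (standard error 0.23, adjusted p = 1.25e-06 in edgeR), and the amino acid transporter gene Slc36a2 one of −3.32 (standard error 0.36, adjusted p = 3.70e-05 in edgeR). Smaller falls were found for Trim9, a ubiquitin ligase (−2.62), Slco2b1, an organic anion transporter (−2.48), Prrt1 (−2.26), the inhibitory SMAD gene Smad6 (−2.25) and the ETS transcription factor gene Etv1 (−2.24). For Tmem236 the log2 fold change was −3.17. Without TL replicate 1, the values of Slc36a2 and Tmem236 were −3.96 and −3.88. Altogether edgeR called 2450 DEGs against the vehicle control, of which 1231 were higher and 1219 lower with TLs, and 1409 had a symbol in Table S3. Among those without a symbol, ENSRNOG00000006320 rose by 8.23 and ENSRNOG00000057443 by 6.93 on the log2 scale, and ENSRNOG00000049330 and ENSRNOG00000020805 had log2 fold changes of −4.81 and −3.14. Upper quartile normalization gave 1002 higher and 1614 lower.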

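The 6 genes chosen as response-markers spanned low and high levels of expression. Tlr2 (ENSRNOG00000009822) was measured at 74.7 ± 1.26 CPM (SD, n = 3 libraries) in vehicle-treated BMDCs, 75.3 ± 2.86 CPM with α-GalCer and 544 ± 12.3 CPM with TLs. Adora2a (ENSRNOG00000001302), the adenosine A2A receptor gene, was at 31.2 ± 3.09, 27.3 ± 3.38 and 210.2 ± 9.30 CPM in the same order. The genes that fell were Tlr4 (ENSRNOG00000010522), at 62.3 ± 9.79, 61.5 ± 3.20 and 38.8 ± 2.35 CPM, and the cytochrome P450 gene Cyp2s1 (ENSRNOG00000020743), at 61.2 ± 4.18, 59.7 ± 1.19 and 9.94 ± 1.75 CPM. Il6 (ENSRNOG00000010278) was nearly silent without TLs, at 0.213 ± 0.171 CPM with the vehicle control and 0.182 ± 0.269 CPM with α-GalCer, and reached 106 ± 14.0 CPM with TLs. Il10 (ENSRNOG00000004647) was at 0.136 ± 0.189 CPM with the vehicle control and 13.6 ± 0.974 CPM with TLs. With α-GalCer it had 0 counts over the 3 libraries, which allows up to 0.0556 CPM (3 counts over the group).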

From this group of DEGs, we selected *Il6, Il10, Tlr2, Tlr4*, Adora2a *and Cyp2s1* as representative genes of TL-response, to be analyzed in the subsequent assays performed. Thus, we used the expression pattern of those selected genes as quality control to certify that the BMDCs generated in each batch will display similar responses in all subsequent assays. The same genes were used to evaluate the effects of the lipid fractions separated by chromatographic methods. In all cases, the expression of these response-markers was monitored by qRT-PCR.

**Figure 2.**
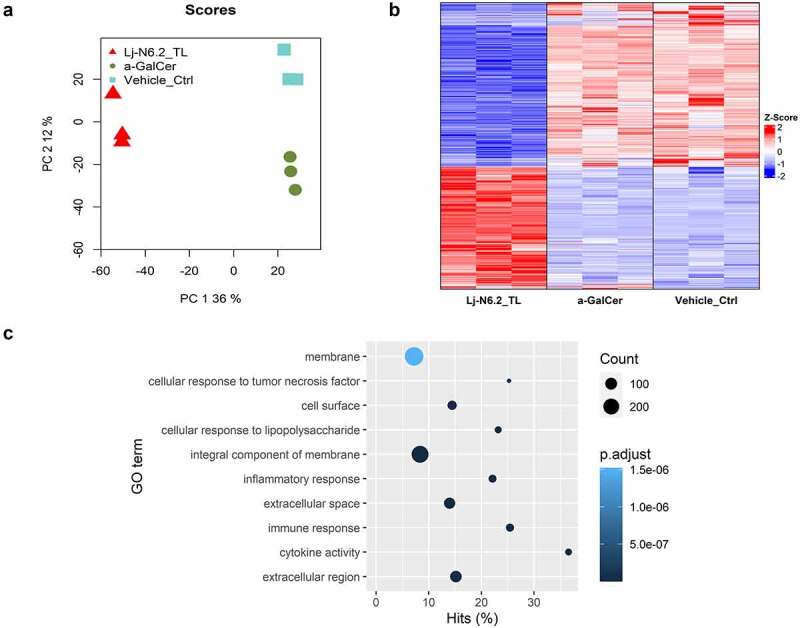
RNAseq-based global evaluation of BMDCs responses to total lipids derived from *Lactobacillus johnsonii* N6.2. a: Principal component analysis of treatment groups (Lj-N6.2_TL: *L. johnsonii* N6.2-TL-treated group; a-GalCer: α-GalCer-treated group; and Vehicle_control). b: Heatmap of total significantly differentially expressed genes (DEG) in Lj-N6.2_TL group (p.adjust < 0.01). The data showed a specific expression signature induced by total lipids from *L. johnsonii* N6.2 on BMDCs. c: Gene ontology enrichment analysis of DEG in *L.* *johnsonii* N6.2 treatment with absolute values of log2FC ≥ 1. Data represent three independent assays.

To rule out possible *L. johnsonii* N6.2 exopolysaccharide (EPS) contamination in our lipid extractions, we stimulated BMDCs with EPS extracted from the same strain. The polymer was extracted from both the cell culture medium and that associated with bacterial cells. Our results showed that BMDCs stimulated with TLs from *L. johnsonii* N6.2 significantly upregulate *Il6, Tlr2*, and *Adora2a*; and downregulate *Tlr4* and *Cyp2s1* to a greater magnitude when compared to EPS from the same bacteria. Both EPS and TLs significantly induce *Il10* at similar levels (Figure S4).

### *L.* *johnsonii* N6.2 lipids suppress the inflammatory response

Given the extent of significant DEGs, we conducted Gene Ontology (GO) enrichment analysis using DEGs with an absolute log2FC ≥ 1 (719 DEGs). 

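At an absolute log2 fold change of at least 1, edgeR called 609 DEGs between TLs and the vehicle control. They included TNF superfamily receptors: Tnfrsf14, the receptor HVEM, had a log2 fold change of 2.55 (standard error 0.13, adjusted p = 1.47e-07 in edgeR), Fas, the death receptor, 1.91 (standard error 0.080, adjusted p = 2.65e-08 in edgeR), and Tnfrsf1b, the TNF receptor 2, 1.33 (standard error 0.055, adjusted p = 2.29e-08 in edgeR). Of the 6 TNF superfamily receptors tested, 5 rose and 1, Tnfrsf21, fell, with the same counts when adjusted over the list alone. Interferon-induced genes rose too, among them Oasl with 1.68 (standard error 0.080), Rsad2, which encodes the antiviral protein viperin, with 1.27 (standard error 0.16), and Gbp2, a guanylate-binding GTPase, with 1.03 (standard error 0.075). Of 32 listed genes of the type I interferon response, 6 could be tested, each found only because the paper had called it. Of these, 4 rose, 0 fell and 2 did not pass the test in edgeR, while all 6 rose when adjusted over the list alone. The fourth, Ifit1, had a log2 fold change of 1.30 (standard error 0.28, adjusted p = 0.00474 in edgeR), and its call was lost with the replicate block (1.29), and without vehicle replicate 1 (1.40), TL replicate 1 (1.34), TL replicate 2 (1.34) or TL replicate 3 (1.21).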

Figure 2c shows the top 10 significantly enriched GO terms (p.adjust < 0.01, for a full list see Table S4). BMDCs exposed to *L. johnsonii* N6.2 TLs are responding to the stimulus as it was expected. The significant biological processes affected (BPs) corresponded to: “immune response” (GO:0006955), “inflammatory response” (GO:0006954), “cellular response to tumor necrosis factor” (GO:0071356) and interestingly, “cellular response to lipopolysaccharide” (GO:0071222). These results are intriguing because *L. johnsonii* N6.2 is a Gram-positive bacterium that does not produce LPS. Furthermore, “response to bacterium” (GO:0009617) and “response to molecule of bacterial origin” (GO:0002237) were also enriched (p.adjust < 0.01, Table S4). Remarkably, the cellular components (CCs) that corresponded to “extracellular region” (GO:0005576), “extracellular space” (GO:0005615), “integral component of membrane” (GO:0016021), “cell surface” (GO:0009986) and “membrane” (GO:0016020) (Figure 2c) were also over-stimulated by the treatment.

The results also showed 14 GO terms of positive regulation and 8 GOs of negative regulation. Interestingly, the negatively regulated group is composed of several BPs related to immune/inflammatory responses (see Table S4). Interferon-gamma, tumor necrosis factor, interleukin-12, NF-kappaB transcription factor activity, and the inflammatory response (see Figure S5a) were classified in this negatively regulated group. The top 10 BPs of positive regulation included cytokine production, angiogenesis-related genes, and the peptidyl-tyrosine phosphorylation pathway (see Figure S5b).

The GO enrichment analysis altogether with the results obtained with the RNAseq-based exploratory assay and pair-wise differential expression analyses suggest that TLs from *L. johnsonii* N6.2 exert a transcriptional signature upon stimulation of BMDCs.

### BMDC maturation and regulatory factors are upregulated after TLs induction

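Beyond an absolute log2 fold change of 2, edgeR called 150 DEGs between TLs and the vehicle control. Cytokine genes of this group included Lif, a member of the IL-6 family, with a log2 fold change of 3.61 (standard error 0.32, adjusted p = 8.19e-06 in edgeR), the alarmin Il33 with 3.28 (standard error 0.18, adjusted p = 1.71e-07 in edgeR), and Tnfsf15, which encodes TL1A, with 2.86 (standard error 0.21, adjusted p = 2.23e-06 in edgeR). Abca1, the transporter that passes cholesterol and phospholipids out of cells, rose by a log2 fold change of 3.11 (standard error 0.14, adjusted p = 3.77e-08 in edgeR). It belongs to a list of 11 LXR targets and lipid efflux genes, of which 5 could be tested. Of these, 2 rose, Abca1 and the phospholipid transfer protein gene Pltp (0.55 (standard error 0.076)), and 3 fell, Abcg1 (−0.83 (standard error 0.073)), Scd (−0.77 (standard error 0.079)) and Fasn, as when adjusted over the list alone. Abcg1 is another cholesterol transporter, and Scd and Fasn encode enzymes of fatty acid synthesis. With a filter of at least 10 counts in every library, which removes genes that are silent without TLs, 84 genes passed this fold change.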

To perform a deeper analysis of the BMDCs response, we selected DEGs with a transcriptional change higher than |log2FC| > 2; a total of 293 were included in this group. Figure 3 displays the expression patterns of selected DEGs; the figure includes positively and negatively regulated genes.

**Figure 3.**
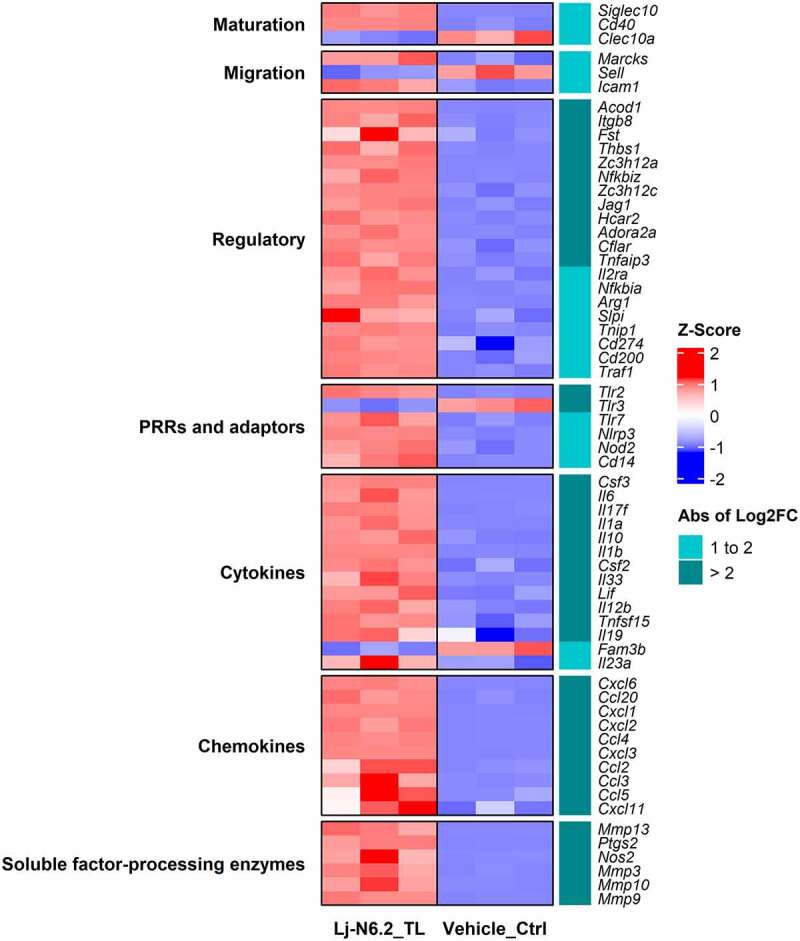
RNAseq-based analysis of BMDCs response to total lipids derived from *L. johnsonii* N6.2. Heatmap displays selected DEGs with absolute values of log2FC between 1 and 2 and greater than 2 (p.adjust < 0.01). Total lipids (TLs) from *L. johnsonii* N6.2 significantly upregulate several regulatory molecules involved in the regulation and suppression of immune responses. The graphic displays the results obtained from three independent assays.

DCs stimulated with TLs from *L. johnsonii* N6.2 induced transcriptional upregulation of cytokines and chemokines, including *Il6, Il17f, Il1a, Il1b, Il12b, Il23a, Ccl2–5, Cxcl1–3, Cxcl6, Cxcl20*, and the anti-inflammatory cytokine *Il10*. 

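Of the interleukins named, Il1a and Il1b, the genes of IL-1α and IL-1β, had log2 fold changes of 6.06 (standard error 0.11, adjusted p = 8.01e-11 in edgeR) and 5.45 (standard error 0.12, adjusted p = 1.43e-10 in edgeR). Il12b, the p40 subunit shared by IL-12 and IL-23, rose by 3.08 (standard error 0.25), and Il23a, the p19 subunit of IL-23, by 1.99 (standard error 0.29). Il6, Il17f and Il10 had few counts without TLs, and their log2 fold changes were 8.92 (standard error 0.36), 6.92 (standard error 0.40) and 6.59 (standard error 0.51). Single vehicle libraries moved these values: they were 9.77 for Il6 without vehicle replicate 1 and 7.62 for Il17f without vehicle replicate 3, and vehicle replicate 1 held all but 1 of the vehicle counts of Il10. Among the chemokines, which draw neutrophils or monocytes, Cxcl1 had a log2 fold change of 6.26 (standard error 0.12, adjusted p = 8.01e-11 in edgeR), Cxcl2 5.48 (standard error 0.11), Cxcl3 4.63 (standard error 0.098), Cxcl6 7.49 (standard error 0.26), Ccl4 4.15 (standard error 0.10), Ccl3 3.63 (standard error 0.090) and Ccl2 1.60 (standard error 0.082). Ccl20, the ligand of CCR6, was at 7.09 (standard error 0.55), and vehicle replicate 2 held all 4 of its vehicle counts. Ccl5 had a log2 fold change of 2.56 (standard error 0.66, adjusted p = 0.012 in edgeR) and was not called, and Cxcl11 one of 2.33 (standard error 0.53, adjusted p = 0.00649 in edgeR). Of the 13 cytokines and growth factors tested that the study chose on these samples, 12 rose and 1 fell, and of its 10 chemokines 9 rose and 1 did not pass the test, or 10 rose when adjusted over the list alone; such lists are not independent evidence of a direction. Among all 14 chemokine ligands with a symbol 13 rose and 0 fell, and 14 rose when adjusted over the list alone. They include the study's 10, and the others had a symbol only because the paper had called them. This count is therefore not independent evidence either. Ccl5 was called by DESeq2, by edgeR with robust estimation and with no filter on low counts, while the call of Cxcl11 was lost without vehicle replicate 1 or 3 and without TL replicate 2 or 3 (2.04, 2.10, 2.27 and 2.10), and its value was 3.08 without vehicle replicate 2. Il19, with 47 counts in the TL libraries together and 5 in the vehicle libraries, was under the filter on low counts, and with no filter it was called (log2 fold change 3.23, adjusted p = 0.00428 in edgeR), but not without vehicle replicate 2 or 3 or TL replicate 2, where it passed the filter (2.68, 2.99 and 3.09).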

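Csf2 and Csf3 encode the growth factors GM-CSF and G-CSF, and both were almost absent from BMDCs without TLs. Csf3 had 8178 counts in the 3 TL libraries together and 3 in the 3 vehicle libraries, a 2953-fold difference with a 95% counting interval from 1010.2 to 14324. The adjusted p for Csf3 was 3.24e-10 in edgeR, and every TL library lay above every vehicle library. Csf2 had 1123 counts with TLs and 2 with the vehicle control, a ratio of 608 (counting interval 168 to 5029). Its adjusted p was 6.00e-08 in edgeR. Fitted log2 fold changes of genes this close to 0 depend on the prior count and on single libraries: that of Csf2 was 9.01, with both vehicle counts in vehicle replicate 2, and that of Csf3 11.37, with 2 of its vehicle counts in vehicle replicate 3. Of 20 tested genes whose symbols follow the pattern of interleukins and colony stimulating factors, 17 rose and 3, Il6r, Il16 and Il18, fell, with the same counts when adjusted over the list alone. The pattern also takes in the receptor genes Il4r, Il1r1, Il21r and Il6r and the enzyme gene Il4i1.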

High induction of hematopoietic growth factors such as colony stimulating factor 2 and 3 (*Csf2, Csf3*) was also observed. Pattern recognition receptors (PRR) such as Toll-like receptor *(Tlr)-2*, *Tlr7* and Nucleotide-binding oligomerization domain 2 (*Nod2*) were also induced. 

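Tlr2, the receptor of bacterial lipoproteins, had the largest rise of these PRR genes, with a log2 fold change of 2.86 (standard error 0.054, adjusted p = 8.01e-11 in edgeR). Nlrp3, the sensor of an inflammasome, rose by 2.01 (standard error 0.053, adjusted p = 6.88e-10 in edgeR) on the log2 scale, and Nod2, the cytosolic sensor of muramyl dipeptide, by 1.86 (standard error 0.11, adjusted p = 4.15e-07 in edgeR). For Tlr7, an endosomal receptor of single-stranded RNA, the log2 fold change was 1.54 (standard error 0.099, adjusted p = 7.01e-07 in edgeR). The list of PRRs and adaptors that the study chose on these samples, which is no independent evidence, held 7 tested genes, of which 5 rose (Cd14 among them) and 2 fell, with the same counts when adjusted over the list alone. In each of the 7 genes, all 3 TL libraries lay on one side of all 3 vehicle libraries.

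**Figure D1:**
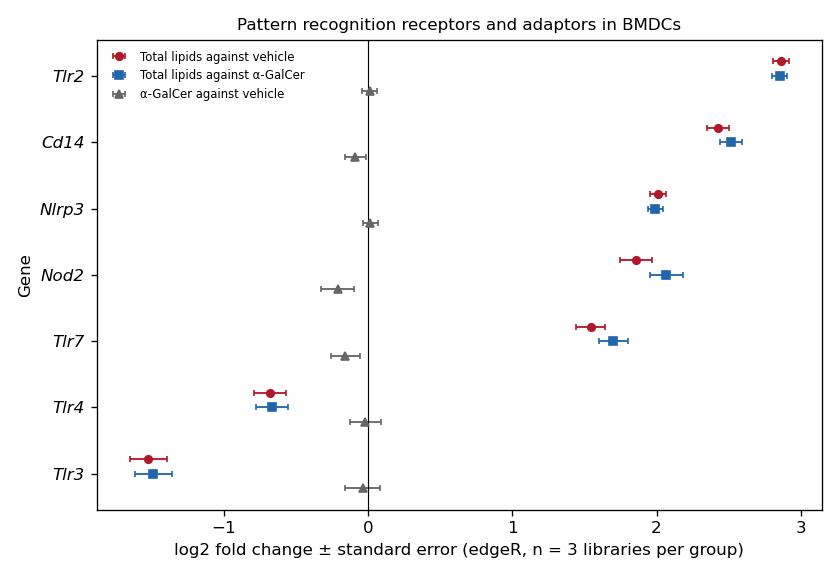
Log2 fold change (horizontal axis) of the 7 PRR and adaptor genes in TLs against the vehicle control, TLs against α-GalCer and α-GalCer against the vehicle control. Points are edgeR estimates from 3 libraries per group and bars are ± 1 standard error; 5 genes lie above 0 and 2 below 0 in both TL comparisons, and α-GalCer against the vehicle control lies close to 0.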

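Tlr3 and Tlr4 moved the other way from Tlr2 in TL-treated BMDCs. Tlr3, the endosomal receptor of double-stranded RNA, had a log2 fold change of −1.52 (standard error 0.13, adjusted p = 6.05e-06 in edgeR). Tlr4, which recognizes lipopolysaccharide, changed less, with −0.68 (standard error 0.11, adjusted p = 0.000721 in edgeR). All 3 TL libraries lay below all 3 vehicle libraries for both genes.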

Interestingly, *Tlr3* and *Tlr4* were downregulated. 

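Mmp13, a collagenase, had a log2 fold change of 7.90 (standard error 0.20, adjusted p = 4.38e-10 in edgeR) against the vehicle control, and the stromelysin genes Mmp3 and Mmp10 had 5.59 (standard error 0.25, adjusted p = 4.36e-08 in edgeR) and 3.98 (standard error 0.33, adjusted p = 4.95e-06 in edgeR). Mmp9, gelatinase B, rose by 3.55 (standard error 0.074, adjusted p = 1.36e-10 in edgeR) on the log2 scale. Ptgs2 had the smallest adjusted p of the genes the study named, with a log2 fold change of 6.15 (standard error 0.071, adjusted p = 1.82e-12 in edgeR). All 5 soluble factor-processing enzymes that could be tested rose, 5 also when adjusted over the list alone, in a list the study chose on these samples and so not independent evidence; Nos2 was not analysed here, since its symbol is not among those held from Table S3. Over all 6 matrix metalloprotease genes tested 5 rose, Mmp14 with 1.46 (standard error 0.066), and 1, Mmp19, fell, as when adjusted over the list alone. Of 7 tested genes of prostaglandin and leukotriene metabolism 2 rose and 5 fell, again as adjusted over the list alone. With Ptgs2 rose Hpgds, the synthase of prostaglandin D2 (1.84 (standard error 0.15)), while the constitutive cyclooxygenase gene Ptgs1 (−1.04 (standard error 0.049)), Lta4h, which makes leukotriene B4 (−0.68 (standard error 0.052)), Alox5, Alox5ap and Tbxas1 fell.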

Matrix metalloproteases *Mmp3, Mmp9, Mmp10*, and *Mmp13*, known to process and regulate the extracellular milieu of soluble factors, were highly upregulated (logFC >2) along with the prostaglandin E2-producing enzyme *Ptgs2* and inducible nitric oxide synthase (iNOS, gene *Nos2*).

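Siglec10, an inhibitory receptor that binds sialic acid, had a log2 fold change of 1.88 (standard error 0.051, adjusted p = 8.84e-10 in edgeR) with TLs. Clec10a, a C-type lectin that binds galactose and N-acetylgalactosamine, had one of −1.93 (standard error 0.091, adjusted p = 5.95e-08 in edgeR). Siglec5 rose by 2.12 (standard error 0.069) on the log2 scale, and Clec4a3, another C-type lectin gene, had −1.48 (standard error 0.10). Of the 11 C-type lectin and Siglec receptor genes tested 4 rose (Siglec5, Siglec8, Siglec10 and Cd33), 6 fell (Siglec1, Clec2l, Clec4a, Clec4a1, Clec4a3 and Clec10a) and 1, Clec5a (−0.21), did not pass the test; adjusted over the list alone the counts were the same. The study's list of maturation genes, chosen on these samples and so not independent evidence, held 5 tested genes, of which 3 rose and 2 fell, also when adjusted over the list alone.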

Intriguingly, *L. johnsonii* N6.2 TLs induced the expression of *Siglec10* while downregulating *Clec10a*; both markers characteristic of the immature state.^33^ Furthermore, the BMDCs displayed weak to moderate upregulation of co-stimulatory molecules *Cd40*, *Cd86*, and downregulation of *Cd83*. These genes are associated with DC maturation. Nonetheless, moderate upregulation of migration markers *Marcks, Icam1, Ccr7*, and *Fscn1* along with moderate downregulation of L-selectin or CD62L (gene *Sell*, Log2FC = −1.5) was also observed. These molecules are important for the migration of DCs present in nonlymphoid-tissues to the draining lymph nodes to regulate T-cell immunity.^9,34^

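Cd40, the receptor through which T cells license DCs, had a log2 fold change of 1.71 (standard error 0.11, adjusted p = 5.58e-07 in edgeR), and Cd86, a ligand of CD28, one of 0.64 (standard error 0.099, adjusted p = 0.000534 in edgeR). Cd83 had a log2 fold change of −0.52 (standard error 0.059, adjusted p = 5.84e-05 in edgeR). Relb, an NF-κB subunit needed for DC maturation, rose by 0.92 (standard error 0.086). Of the 7 genes listed for mature DCs, 6 could be tested, and 5 rose and 1 fell, as when adjusted over the list alone; of these, Cd40, Cd86, Cd83, Ccr7 and Il12b are also on the study's lists.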

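Icam1, the ligand of LFA-1, had the largest change of the migration markers, with a log2 fold change of 1.56 (standard error 0.054, adjusted p = 6.96e-09 in edgeR). Marcks, a substrate of protein kinase C that binds actin, followed with 1.47 (standard error 0.092, adjusted p = 5.54e-07 in edgeR), and Ccr7, the receptor that guides DCs to lymph nodes, with 0.89 (standard error 0.065, adjusted p = 1.98e-06 in edgeR). The 3 migration markers counted here, which the study chose on these samples and which are not independent evidence, rose, 3 also when adjusted over the list alone; Fscn1 was not analysed here. A wider list of DC migration genes had 6 tested members out of the 11 counted here. All 6 rose, also when adjusted over the list alone, but a member could be tested only where the paper had called it. The other members of this list include the chemokine gene Cxcl16 (0.93 (standard error 0.067)), Adam8 and the LFA-1 subunit gene Itgal.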

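All 19 genes of the study's regulatory list that could be tested rose with TLs, 19 also when adjusted over the list alone; the study chose the list on these samples, so it is not independent evidence. Acod1, the enzyme that makes itaconate, had a log2 fold change of 4.68 (standard error 0.12, adjusted p = 4.38e-10 in edgeR). Thbs1, which encodes thrombospondin 1, an activator of latent TGF-β, rose by 3.08 (standard error 0.14, adjusted p = 4.79e-08 in edgeR) on the log2 scale. Slpi, a secreted inhibitor of leukocyte proteases, was at 2.24 (standard error 0.19), and Cflar, the caspase-8 inhibitor c-FLIP, at 2.44 (standard error 0.10). Genes linked to NF-κB signalling included Nfkbiz (3.00 (standard error 0.075)), Zc3h12c (2.33 (standard error 0.20)), Nfkbia (1.86 (standard error 0.068)) and Tnip1 (1.54 (standard error 0.058)). Fst, the activin antagonist follistatin, had 4.11 (standard error 0.49), and 4.95 without vehicle replicate 1, which held most of its few vehicle counts. Tnfaip3, Il2ra, Traf1 and Aldh1a2, the other 4 listed genes, were not analysed here.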

*L. johnsonii* N6.2-TL stimulation induced high upregulation of a selected group of immunoregulatory molecules. This includes direct or indirect T cell suppressors (Figure 3 – Regulatory category). 

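Zc3h12a, whose product Regnase-1 degrades cytokine mRNAs, had a log2 fold change of 3.19 (standard error 0.067, adjusted p = 1.36e-10 in edgeR). Hcar2, the receptor of niacin and butyrate, rose by 2.77 (standard error 0.059, adjusted p = 1.43e-10 in edgeR) on the log2 scale, Adora2a by 2.75 (standard error 0.099, adjusted p = 9.02e-09 in edgeR) and Jag1 by 2.66 (standard error 0.10, adjusted p = 1.56e-08 in edgeR). Itgb8, a subunit of the integrin that activates TGF-β, had 3.66 (standard error 0.31, adjusted p = 6.28e-06 in edgeR). All 15 NF-κB subunits and feedback genes tested rose, 15 also when adjusted over the list alone, among them the subunit genes Nfkb1, Nfkb2, Rela and Relb, and the early response gene Ier3 with 2.26 (standard error 0.084). Of these 15, Nfkbia, Nfkbiz, Tnip1, Cflar and Zc3h12a are also on the study's regulatory list. The full list held 20 genes, and a member could be tested only where the paper had called it against the vehicle control. That all 15 rose is therefore not independent evidence.

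**Figure D2:**
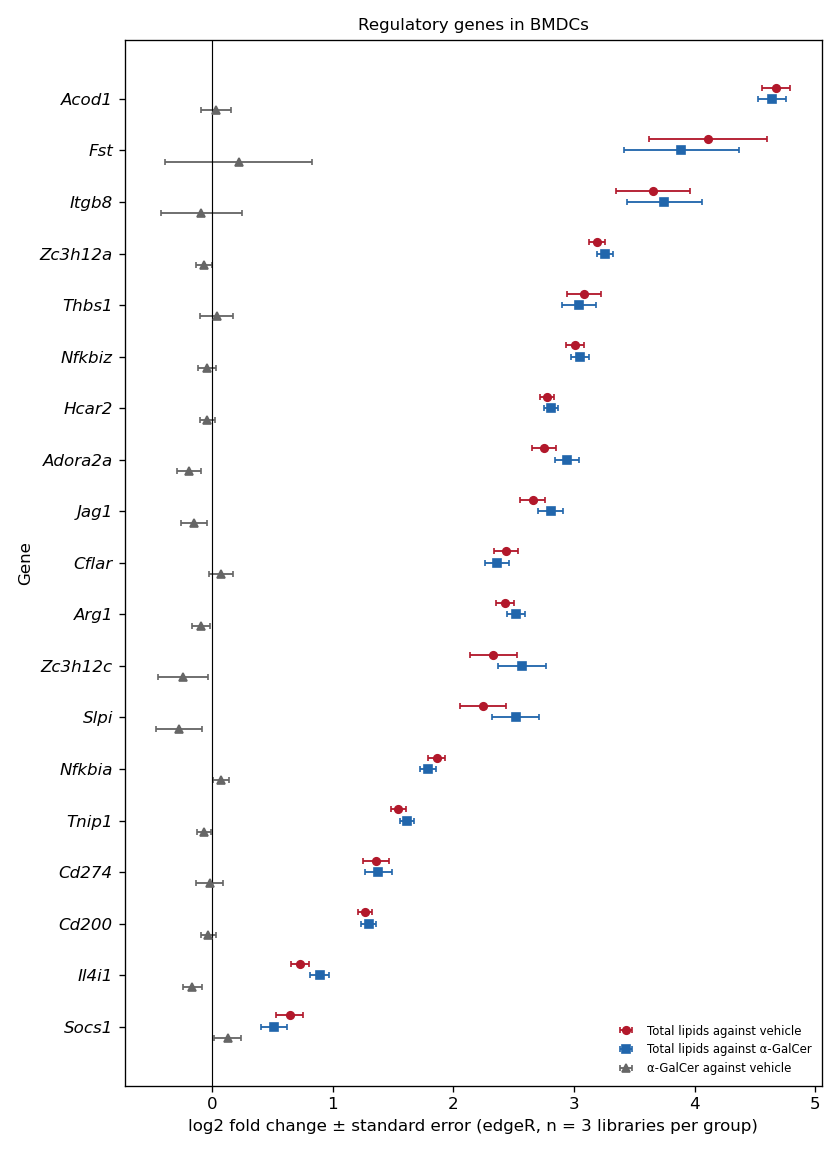
Log2 fold change (horizontal axis) of the 19 tested genes of the study's regulatory category in TLs against the vehicle control, TLs against α-GalCer and α-GalCer against the vehicle control. Points are edgeR estimates from 3 libraries per group and bars are ± 1 standard error; all 19 genes lie above 0 in both TL comparisons and near 0 in α-GalCer against the vehicle control.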

As such, upregulation of *Adora2a* (encoding the adenosine A2A receptor), *Jag1* (encoding Jagged-1, a Notch ligand), *Itgb8* (encoding the integrin subunit beta 8), *Zc3h12a* (encoding the endonuclease Regnase-1), *Hcar2* (encoding the hydroxycarboxylic acid receptor 2 or GPR109A) and negative regulators of Nf-κB signaling was observed. This is associated to the upregulation of *Arg1, Cd200, Il2ra* (encoding CD25), *Cd274* (encoding PD-L1). 

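Arg1, the enzyme that turns arginine into ornithine and urea, had a log2 fold change of 2.43 (standard error 0.075, adjusted p = 2.61e-09 in edgeR). Cd200, the ligand of an inhibitory receptor on myeloid cells, rose by 1.27 (standard error 0.061, adjusted p = 6.80e-08 in edgeR) on the log2 scale and Cd274 by 1.36 (standard error 0.11, adjusted p = 4.95e-06 in edgeR). Arg1 was one of 8 tested enzymes and transporters of amino acids and itaconate, with enzymes of related metabolites, all of which rose, 8 also when adjusted over the list alone. Others of the 8 were Ch25h, which makes 25-hydroxycholesterol (1.89 (standard error 0.070)), Ass1, which recycles citrulline to arginine (1.78 (standard error 0.090)), and Slc7a2, a transporter of arginine; Acod1, Arg1 and Il4i1 are also on the study's list. The 8 could be tested only because the paper had called them, so their count is not independent evidence. Il2ra was not analysed here.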

Other regulatory molecules such as *Il4i1, Aldh1a2*, and the suppressor of cytokine signaling (*Socs*) *1* showed lower levels of induction. 

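Il4i1, an amino acid oxidase, had a log2 fold change of 0.73 (standard error 0.078, adjusted p = 3.59e-05 in edgeR) with TLs. Socs1, an inhibitor of JAK kinases, had 0.64 (standard error 0.11, adjusted p = 0.00106 in edgeR). For both genes every TL library lay above every vehicle library. Aldh1a2 was not analysed here.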

Interestingly, *Fam3b*, a pro-apoptotic cytokine associated with diabetogenic pancreatic cells,^35^ was highly downregulated (Log2FC = −2.2). This result correlates with the ability of this strain to mitigate the incidence of T1D in Bio-Breeding diabetic prone rats (a rat strain that spontaneously develops a T-cell dependent autoimmune disease comparable to T1D in humans) as previously published.^30^

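Fam3b, also known as PANDER, had a log2 fold change of −2.69 (standard error 0.23, adjusted p = 6.65e-06 in edgeR) against the vehicle control. Its level was 4.08 ± 0.387 CPM (SD, n = 3 libraries) in vehicle-treated BMDCs, 3.75 ± 0.264 CPM with α-GalCer and 0.633 ± 0.165 CPM with TLs. All 3 TL libraries lay below all 6 other libraries.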

Transcriptomic analyses of DC subsets have revealed that DCs undergoing maturation and activation display a similar transcriptional signature regardless of their ontology. Similarly, steady-state migratory-like DCs also share a particular signature of immunoregulatory genes irrespective of their tissue or lineage origin.^9,36^ Rat BMDCs generated with CSF2/granulocyte/macrophage colony-stimulating factor (GM-CSF) and FLT3L represent a heterogeneous population that comprises mainly of classical (c)DCs and some plasmacytoid (p)DCs.^37^ Indeed, the expression of classical-related genes for these DC populations was varied in our transcriptomic analysis (see Figure S6). We observed upregulation of the cDC-related genes: *Itgax* (encoding CD11c) and *Glipr2* along with downregulation of other cDC-related genes such as *Ifi30*, *Ly86, Entpd1*, and *Siglec1*. Nonetheless, classical cDC2-related genes *Itgam* (encoding CD11b) and *Nfil3* were upregulated while cDC1-related genes *Irf8*, *Itgae* and the typical pDC-related gene *Ptcra* were downregulated.^38,39^ 

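Itgax had a log2 fold change of 0.54 (standard error 0.062, adjusted p = 6.38e-05 in edgeR) and Glipr2 one of 0.81 (standard error 0.11, adjusted p = 0.000267 in edgeR). Ly86, which encodes MD-1, the partner of the LPS-related receptor RP105, had −0.92 (standard error 0.13, adjusted p = 0.000273 in edgeR), and Ifi30, a lysosomal thiol reductase of antigen processing, −0.61 (standard error 0.092, adjusted p = 0.000441 in edgeR). Entpd1, the ectonucleotidase CD39, had a log2 fold change of −1.89 (standard error 0.43, adjusted p = 0.00648 in edgeR), and Siglec1, the sialic acid receptor CD169, −0.85 (standard error 0.18, adjusted p = 0.00408 in edgeR). The study's list of DC subset genes, which was chosen on these samples and is not independent evidence, held 15 tested members, of which 6 rose, 8 fell and 1, Dab2, did not pass the test, with the same counts when adjusted over the list alone. The call of Entpd1 was lost with robust estimation in edgeR (−1.89) and without vehicle replicate 1 (−1.80), vehicle replicate 3 (−1.79), TL replicate 1 (−1.64) or TL replicate 2 (−1.80). That of Siglec1 was lost with only the 6 libraries compared (−0.84) and without vehicle replicate 1 (−0.81), vehicle replicate 3 (−0.68), TL replicate 1 (−0.90), TL replicate 2 (−0.74) or TL replicate 3 (−0.90).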

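Itgam had a log2 fold change of 0.63 (standard error 0.072, adjusted p = 6.01e-05 in edgeR) and Nfil3, a basic leucine zipper transcription factor, one of 0.50 (standard error 0.069, adjusted p = 0.000235 in edgeR). Itgae, which encodes CD103, had −0.90 (standard error 0.11, adjusted p = 0.000125 in edgeR). Irf8, the transcription factor on which cDC1 development depends, had −0.30 (standard error 0.069, adjusted p = 0.00659 in edgeR), at the edge of the threshold of 0.3. All 5 tested cDC1 genes out of 10 listed fell, also when adjusted over the list alone: Irf8, Itgae, Tlr3, Naaa, an acid amidase (−1.28 (standard error 0.059)), and Wdfy4, which serves cross-presentation (−0.49 (standard error 0.11)); Irf8, Itgae and Tlr3 are also on the study's lists. The tested cDC1 genes had a symbol only because the paper had called them, so their count is not independent evidence. Ptcra had 4 counts over the vehicle libraries and 0 over the TL libraries, under the filter on low counts. With no filter Ptcra was not called. Irf8 was not called with RLE normalization, DESeq2, a mean CPM above 1, at least 10 counts in every library, only the 6 libraries compared, or without any 1 of the vehicle and TL libraries (−0.33 to −0.29), and Wdfy4 not with only the 6 libraries compared (−0.48) or without vehicle replicate 1 (−0.44), vehicle replicate 3 (−0.40), TL replicate 2 (−0.46) or TL replicate 3 (−0.47).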

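Cd14, the co-receptor of TLR4 and TLR2, had a log2 fold change of 2.43 (standard error 0.077, adjusted p = 3.39e-09 in edgeR) with TLs. Of the 9 monocyte genes counted here, 5 could be tested: Cd14 and Vcan rose, Fcgr1a (−0.68 (standard error 0.071)) and Csf1r, the receptor of M-CSF (−0.59 (standard error 0.046)), fell, and Spn (−0.298) stayed under the fold threshold, so that 2 rose and 2 fell, also when adjusted over the list alone. Among 4 tested macrophage genes out of the 13 counted here, 2 rose and 2 fell, with the same counts when adjusted over the list alone. Those that rose were Adgre1, the gene of F4/80 (1.79 (standard error 0.086)), and the transcription factor gene Maf (1.02 (standard error 0.11)), and those that fell the mannose receptor gene Mrc1 (−1.27 (standard error 0.071)) and Mertk. Nrp1 rose by 0.62 (standard error 0.084), and Dab2 had a log2 fold change of −0.35 (standard error 0.13, adjusted p = 0.0569 in edgeR) and was called only without vehicle replicate 2, at −0.51. The study's lists also hold Cd14 and Csf1r.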

We also observed downregulation of Clec10a, and upregulation of the monocyte-related gene CD14. These results suggest that the dendritic cells are polarized toward the cDC2-like subsets cDC2A and DC3, respectively.^38,39^

In summary, our analysis of expression patterns allowed us to conclude that BMDCs stimulated with *L. johnsonii* N6.2 TLs displayed a cDC2-related transcriptomic profile with a migratory-regulatory-like transcriptional signature.

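Of the 89 genes of the study counted here, 80 had an ID and 78 could be tested. Of the 78, edgeR called 76 between TLs and the vehicle control and 73 between TLs and α-GalCer. The study chose these genes on these samples, and only genes in Table S3 could have an ID, so the counts are not independent evidence. Of all 1839 tested genes with a symbol, edgeR called 1409 against the vehicle control and 1379 against α-GalCer. From the fall of Clec10a and the rise of Cd14, the paper proposes that the BMDCs were polarized toward the cDC2-like subsets cDC2A and DC3, respectively. From its analysis of expression patterns, it concludes that TL-treated BMDCs had a cDC2-related profile with a migratory-regulatory-like signature. Of 10 cDC2 genes listed here, 2 could be tested, since symbols came only from Table S3: Itgam rose and Clec10a fell; Nfil3, which the paper names as cDC2-related, rose as well.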

### Purified phospholipids induce a similar gene expression than TLs

TLs from *L. johnsonii* N6.2 are comprised of glycerolipids (glycosyldiradylglycerols, diradylglycerols and triradylglycerols), glycerophospholipids, and fatty acids as determined by mass spectroscopy (MS-2) (Figure 1 and Table S1). We have utilized a bioassay-guided fractionation to further separate *L. johnsonii* N6.2-purified lipids and determine the bioactive lipid fraction with the capability to stimulate DCs. We obtained the following fractions: simple lipids (SL, nonpolar and fatty acids), glycolipids (GL), and phospholipids (PL) by silica gel column chromatography. The fractionation was performed using the modified Frostegård method described by Dickson et al.^40^ Analysis of the fractions (SL, GL, and PL) revealed that the method produced only negligible amounts of carryover of lipid species when the fractions were compared (see Figure S7a).

These fractions were used to challenge DCs using identical procedures to those described for the RNAseq-based experiment. 7-day BMDCs were stimulated during 6 h with either 0.5 µg/mL of TLs (as a control) or 5 µg/mL of the respective lipid fractions. These concentrations were selected to ensure that the cells would get sufficient stimulation to detect reproducible changes in gene expression with qRT-PCR. To compare the effects of each fraction, we quantified the expression of *Il6, Il10, Tlr2*, and Adora2a (Figure 4). We also included *Tlr4* and *Cyp2s1*; these genes were downregulated in the RNAseq analysis. 

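In the RNAseq libraries, TLs lowered Cyp2s1 6.18-fold against the vehicle control, with a log2 fold change of −2.63 (standard error 0.11, adjusted p = 3.14e-08 in edgeR). Tlr4 was 1.60-fold lower in the same comparison. Against α-GalCer, Cyp2s1 was 6.03-fold lower (adjusted p = 3.15e-08 in edgeR). The TL dose was 600 ng/mL in these libraries.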

The PL fraction resulted in significant differential expression (p.value < 0.05) of the selected response-markers. The impact on the gene transcription was higher or similar when the values were compared to those observed using TLs. As such, PLs from *L. johnsonii* N6.2 induced significant upregulation of *Il6, Il10, and Tlr2* at a higher magnitude when compared to TLs and greater downregulation of *Cyp2s1*. Similar changes were observed for *Tlr4* and *Adora2a*. The GL fraction induced significant downregulation of *Cyp2s1* but at lower extent when compared to TLs and the PL fraction.

**Figure 4.**
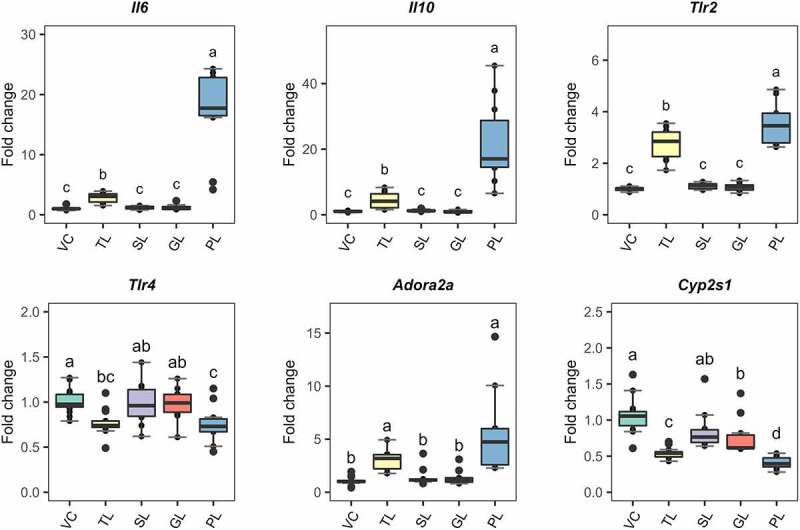
Gene expression of selected response-markers after fractionation of *L. johnsonii* N6.2 lipids into simple lipids (SL), glycolipids (GL) and phospholipids (PL). BMDCs were stimulated with total lipids (TL) at 500 ng/mL or three different fractions, at 5 µg/mL (SL, GL, and PL) for 6 h. VC: Vehicle control. The graphic displays the results obtained from three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

### *L.* *johnsonii* N6.2 phospholipids stimulate an immature-migratory-like phenotype in BMDCs

Once DCs are exposed to Ags, DCs undergo phenotypic changes to increase their surface expression of MHC class I (MHC-I) and MHC class II (MHC-II), costimulatory molecules and cell migration molecules. As such, mature DCs are capable of migrating to draining lymph nodes for the efficient Ag presentation and initiation of T-cell immunity.^34,41^ Given that BMDCs stimulated with *L. johnsonii* N6.2 TLs highly upregulate gene expression of immunoregulatory molecules, we set out to determine their maturation state by measuring the surface expression of MHC-II, costimulatory molecules CD80, CD86 and CD40 and the migration marker ICAM-1 after *L. johnsonii* N6.2 TL- and lipid fractions stimulations.

To this end, BMDCs were stimulated with *L. johnsonii* N6.2 TLs or fractionated lipids (SL, GL, and PL) as described above and the levels of maturation markers on the cell surface were determined by flow cytometry. The fluorescence intensity levels for each marker are presented in Figure 5 as a log2 value of the ratio between the median fluorescence intensities (MFI) for each lipid stimulation (TL, SL, GL, and PL) and the MFI levels of the vehicle control-treated cells. The histogram overlays corresponding to significant changes are shown in Figure S8. Remarkably, the surface expression of CD86 was significantly and exclusively decreased (p.value < 0.05) only on BMDCs stimulated with *L. johnsonii* N6.2 PLs and no changes in the surface levels of MHC-II, CD80 and CD40 molecules were observed. Interestingly, the migration marker ICAM-1 was significantly and comparably increased (p.value < 0.05) on the surface of BMDCs stimulated with either *L. johnsonii* N6.2 TLs or PLs. Furthermore, the surface expression levels of the CD1d molecule, a non-polymorphic MHC-I-like transmembrane molecule that presents antigenic lipids to iNKT cells, was significantly decreased on SL-stimulated cells when compared to GL and PL-stimulated BMDCs.

**Figure 5.**
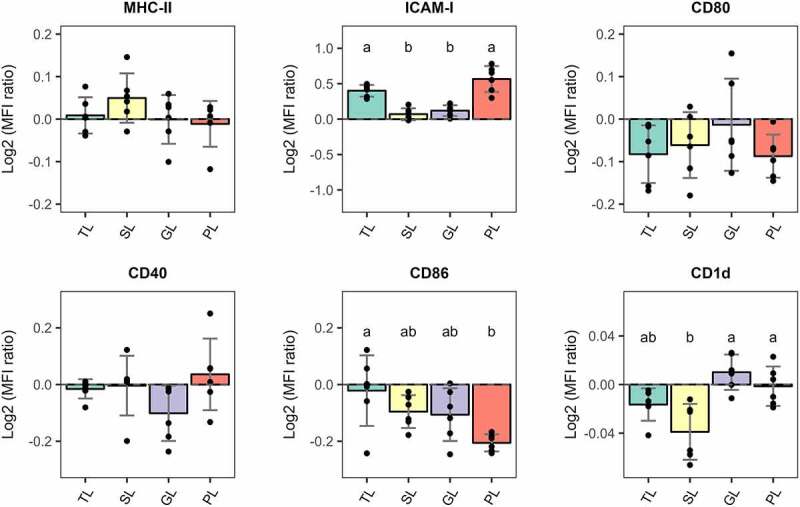
Relative surface expression of maturation and migration markers in BMDCs normalized to vehicle-treated cells and presented as Log2 values. BMDCs were stimulated with total lipids (TLs) at 500 ng/mL or fractions at 5 µg/mL for 6 h. SL: simple lipids, GL: glycolipids, PL: phospholipids. PLs significantly reduce surface expression of CD86 and induce a sig. increase of migration marker ICAM-1. VC: Vehicle control. The graphic displays the results obtained from three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

Overall, BMDCs stimulated with *L. johnsonii* N6.2 PLs for 6 h displayed an immature-migratory-like phenotype with no increase in the surface expression levels of MHC-II, and costimulatory molecules CD80, CD86, and CD40, but higher levels of the migratory marker ICAM-1.

### Blockage of toll-like receptor 2 (TLR2) during BMDCs stimulation with phospholipids

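Of the 5 Toll-like receptor genes with a symbol that were tested, 2 rose with TLs (Tlr2 and Tlr7), 2 fell (Tlr3 and Tlr4) and 1, Tlr8 (log2 fold change −0.37), did not pass the test in edgeR, with the same counts when adjusted over the list alone. The rise of Tlr2 exceeded the log2 fold change of Tlr7 by 1.32, that of Tlr8 by 3.21, that of Tlr4 by 3.53 and that of Tlr3 by 4.38 (pooled standard error 0.159 for each). Adjusted over the 4 differences, p was 3.37e-07, 1.04e-12, 3.62e-13 and 2.47e-14 in limma, which tested the difference of log2 CPM within each library. These p are too small, since the 4 differences share the Tlr2 values and their spread was pooled. For each of the 4, the difference in every TL library lay above that in every vehicle library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow).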

After BMDC stimulation with *L. johnsonii* N6.2 TLs, the expression of *Tlr2* was significantly upregulated when compared to other Toll-like receptors (TLRs) (Figure 3). To confirm the involvement of TLR2 in the response observed, we blocked the receptors on the surface of BMDCs with monoclonal anti-TLR-2 antibody (Ab). BMDCs were treated with anti-TLR2 and the isotype control Abs using a concentration of 9 µg/mL during 1 h before addition of *L. johnsonii* N6.2 PLs and further incubation for 6 more hours. As negative controls, cells were stimulated with the vehicle control (for PLs), the Ab storage buffer and both combined. BMDCs were also incubated with anti-TLR2 or isotype control Abs without the addition of *L. johnsonii* N6.2 PLs.

Strikingly, the specific blocking of TLR2 with antibodies significantly enhanced the PL-mediated upregulation of *Il6* by six fold while *Il10* did not reach significance (Figure 6). The expression levels of *Tlr2* upon TLR2 Ab-blocking and PL stimulation were not significantly different, suggesting that the signaling induced by *L. johnsonii* N6.2 PLs does not greatly induce *Tlr2* expression. We also observed *Tlr2* induction upon stimulations with anti-TLR2 and isotype control Abs alone. We reasoned that the induction observed may be mediated by basal Fc receptor activity on the BMDCs. Indeed, to rule out basal Fc-receptor activity in the results depicted in Figure 6, we normalized gene expression changes to the isotype control treatment. The fold changes are depicted in Figure S9. This normalization of the data results in comparable statistically significant changes to the results presented in Figure 6. Overall, these results suggest that TLR2 signaling limits upregulation of pro-inflammatory *Il6* observed by the PL stimulation.

**Figure 6.**
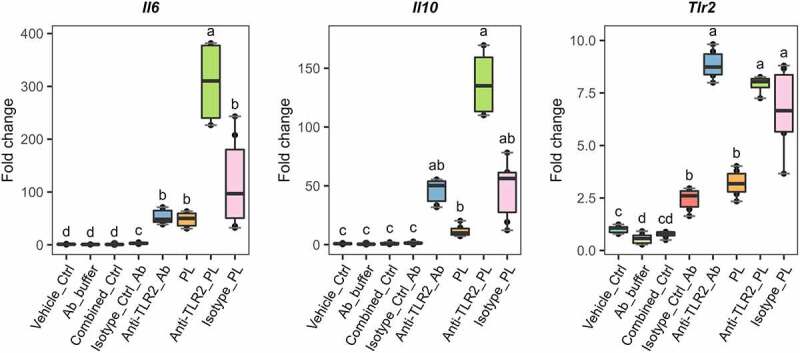
Antibody blocking of TLR2 on the surface of *L. johnsonii* N6.2 phospholipids-stimulated BMDCs. 7-day BMDCs were Ab-blocked with anti-TLR2 or isotype control Abs at 9 µg/mL for 1 h before addition of *L. johnsonii* N6.2 PLs at 5 µg/mL and further incubation for 6 h. Negative controls: vehicle control for PLs (Vehicle_ctrl), the Ab storage buffer (Ab_buffer) and both combined (Combined_ctrl). Ab controls: anti-TLR2_Ab and Isotype_Ctrl_Ab. Data was compared to Vehicle_Ctrl for statistical analysis. Data represent the values from three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

### Phospholipids from *L.* *johnsonii* N6.2 signal through the non-canonical NF-κB pathway

DCs are well equipped with a variety of pattern recognition receptors (PRRs) that recognize conserved microbial products generally known as pathogen-associated molecular patterns (PAMPs). DCs can sense a variety of PAMPs through TLRs and respond to the PAMP with a stimulus-specific gene expression program. A key feature of TLR signaling is the shared usage of NF-κB dimers downstream of TLR activation. Canonical NF-κB signaling in DCs regulates the pathogen-responsive gene expression patterns. As such, we utilized synthetic, cell permeable, NF-κB pathway inhibitors to determine whether the signaling induced by *L. johnsonii* N6.2 lipids was governed by the canonical NF-κB pathway. BMDCs were pre-incubated for 1 h with the IKKβ inhibitor IMD-0354 (IC_50_ = 250 nM, ab144823, Abcam) at three different concentrations (100, 250 and 500 nM) and with the IKKα inhibitor BMS-345541 (IC_50_ of 4 µM, ab144822, Abcam) at 5 µM. These inhibitors, and their concentrations, were selected to be able to discern canonical vs. non-canonical NF-κB signaling, as the non-canonical NF-κB pathway exclusively relies on the IKKα kinase alone.

After 1 h of incubation with the inhibitors, *L. johnsonii* N6.2 TLs or PLs were added to the cultures and incubated further for 6 more hours. As negative controls, cells were only incubated with the respective vehicle-controls (for *L. johnsonii* N6.2 lipids and synthetic inhibitors) combined as well as with the inhibitors alone for the duration of the assay. Cells were harvested and RNA was isolated for qRT-PCR gene expression analysis of *Il6, Il10* and *Tnf* (the latter as a prototypical, pro-inflammatory and canonical NF-κB-regulated gene).

Remarkably, inhibition of the IKKβ kinase alone (with IMD-0354), and hence, of canonical NF-κB signaling did not alter the expression levels of all three genes analyzed when BMDCs were treated with TLs (Figure S10). We observed a significant downregulation of *Il6* after PL stimulation only at the highest concentration of the inhibitor. However, there were not statistically significant differences between all three concentrations tested (Figure S10, left panel). Furthermore, the gene expression levels of *Tnf* were unchanged after IMD-0354 pre-treatment at all the concentrations evaluated in both TLs and PLs stimulations (Figure S10, right panel). These results suggest that canonical NF-κB signaling does not govern the gene expression patterns induced after *L. johnsonii* N6.2-lipid-stimulation of BMDCs.

Conversely, we observed a significant downregulation of *Tnf* to basal levels when the cells were pre-treated with BMS-345541 in both, TLs and PLs stimulations (Figure 7, left panel). A similar and significant downregulation was observed with the expression levels of *Il6* but only after stimulation of PLs (Figure 7, right panel). The results observed for this gene after stimulation with TLs did not reach significance and may reflect the fact that TLs represent a mixture of *L. johnsonii* N6.2-purified lipids. Finally, gene expression levels of *Il10* under BMS-345541 pre-treatment did not show significant differences for both, TL- and PL-stimulated BMDCs (Figure 7, middle panel); suggesting that non-canonical NF-κB signaling does not play a central role in the control of this gene.

**Figure 7.**
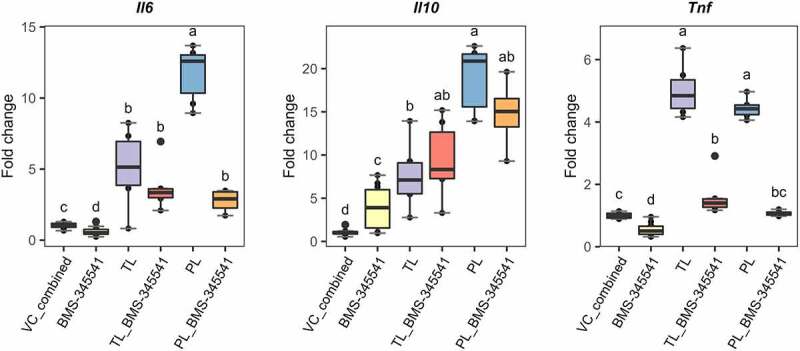
Blocking non-canonical NF-kB signaling in *Lactobacillus johnsonii* N6.2 lipid-stimulated BMDCs. 7-day BMDCs were pre incubated with the IKKα kinase inhibitor BMS-345541 at 5 µM for 1 h before addition of *L. johnsonii* N6.2 total lipids (TLs) or phospholipids (PLs) at 0.5 or 5 µg/mL respectively and further incubated for 6 h. Negative controls: vehicle control for *L. johnsonii* N6.2 lipids mixed with vehicle control for inhibitors (Vc_combined), NF- kB inhibitor alone. Data were obtained from three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

Overall, the results described above suggest that the transcriptional signature observed after stimulation of BMDCs with phospholipids from *L. johnsonii* N6.2 is controlled in part, by non-canonical NF-κB signaling, including that of pro-inflammatory genes (as evidenced by *Il6* and *Tnf*).

## Discussion

The impact of dietary lipids on the immunological system plays a central role in many chronic diseases.^19,42^ As such, studies discussing the importance of dietary fats are overly abundant in the scientific literature.^43,44^ Immunological scape of pathogens linked to the modification of lipids by lipolytic enzymes in local inflammatory responses is also meticulously described.^45^ This vast amount of information contrasts with the scarcity of research papers describing the contribution of lipids synthesized by commensal bacteria on the tolerogenic immune response. The host has developed sophisticated mechanisms recognizing and accepting symbionts while rejecting pathogens. Commensals co-evolved with their host largely by promoting the development and education of a healthy immune system.^46^ In this context, commensals-synthesized lipids play a major role in the tolerogenic process. Indeed, a correlation between *A. muciniphila* genome features and unique *A. muciniphila* lipid species in the cecum has been recently found.^25^ Following this trend, recent studies have determined the immunoregulatory capacity of Gram-negative-commensal-derived lipids; like α-GalCers synthesized by *Bacteroides* spp.^19,22–24,27^ and more recently, of phospholipids and ornithine lipids from *A. muciniphila*. ^21,25^ However, the immunoregulatory capacity of Gram-positive-commensal-derived lipids has not yet motivated scientific attention.

We have previously shown that oral administration of *L. johnsonii* N6.2 induces a Th17 bias in the mesenteric lymph node of BBDP rats, consistent with immune stimulation exerted by the probiotic administration.^32^ The stimulation of BMDCs with *L. johnsonii* N6.2-purified lipids induced upregulation of *Il6, Il17f*, *Il1b, Il12b*, and *Il23a*. 

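The same interleukin genes were higher with TLs than with α-GalCer. Il1b, the gene of IL-1β, had a log2 fold change of 5.57 (standard error 0.12, adjusted p = 1.21e-10 in edgeR), and Il12b and Il23a, whose products together form IL-23, had 2.72 (standard error 0.24, adjusted p = 8.73e-06 in edgeR) and 2.42 (standard error 0.30, adjusted p = 9.90e-05 in edgeR). Il6 was at 9.10 (standard error 0.36) and Il17f at 6.14 (standard error 0.37), both from low counts with α-GalCer. α-GalCer replicate 3 held all but 1 of the α-GalCer counts of Il6, and without α-GalCer replicate 2 the value of Il17f was 6.89.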

When *L. johnsonii* N6.2 was administered as a live-probiotic preparation, the strain induced transcriptional upregulation of *Il17a* and *Il23r*, along with induction of *Il6* and *Il23* in the mesenteric lymph nodes of the animals.^32^ The RNAseq-based analysis herein described could not identify induction of *Il17a* or *Il23r*, suggesting that upregulation of those genes may not be directly triggered by *L. johnsonii* N6.2-purified lipids. 

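The receptor subunit genes Il6r and Il17ra had log2 fold changes of −0.39 (standard error 0.058, adjusted p = 0.000417 in edgeR) and −0.52 (standard error 0.049, adjusted p = 1.36e-05 in edgeR) in TLs against the vehicle control. Against α-GalCer they were −0.46 (standard error 0.058) and −0.53 (standard error 0.049). With Cyp2s1 they make up 3 tested genes that the study named elsewhere in its text, of which 0 rose and 3 fell, also when adjusted over the list alone; having been chosen on these samples, they are not independent evidence. Of 12 interleukin receptor genes tested, 8 rose and 4 fell, as when adjusted over the list alone. Il1rn, the gene of the IL-1 receptor antagonist, which the symbol pattern takes in, had 1.09 (standard error 0.066), Il4r, a subunit of the receptors of IL-4 and IL-13, 0.71 (standard error 0.048), and Il1rl1, the receptor of IL-33, −1.60 (standard error 0.12). Il20rb fell with Il6r, Il17ra and Il1rl1.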

The cytokine receptors *Il6r* and *Il17ra* were downregulated (see Table S3), indicating that those cytokines might not act in an autocrine or in a trans-presenting manner.^47^ While IL-23 and IL-1β support a cellular differentiation toward the Th17 effector module,^48^ the expression of *Il17f* has been associated with nonpathogenic activity of TGF-β-polarized Th17 T cells.^49^

IL-10 is a potent anti-inflammatory and immunosuppressive cytokine known to repress functions of various innate and adaptive immune cells. Therefore, it suppresses inflammatory cytokine burst, prevents host damage, and maintains tissue integrity (reviewed in detail in).^50^ The induction of this cytokine in a pro-inflammatory context upon PRR stimulation mediates the resolution of inflammation after intestinal infections to restore homeostasis.^51–53^ We have previously described the upregulation of this cytokine after stimulation of human THP1 macrophages with *L. johnsonii* N6.2 nanovesicles.^17^ The results described herein suggest that the lipidic component of the nanovesicles may be responsible for such effects. Furthermore, the upregulation of anti-inflammatory cytokine *Il10* appears to be a specific response to *L. johnsonii* N6.2 phospholipids (Figure 4). This cytokine was not detected in culture supernatants of murine BMDCs and human monocytes stimulated with *A. muciniphila* phospholipids.^21^ The opposite effect was observed with TNFα. This cytokine was released by the monocytes after stimulation with *A. muciniphila* phospholipids, whereas it was slightly upregulated as detected by qRT-PCR and undetected by our RNAseq study. The immune-stimulating effects observed by *A. muciniphila* phospholipids were TLR2-dependent. The effects obtained with *L. johnsonii* N6.2 phospholipids were not dependent on TLR2 because they were enhanced after TLR2-Ab specific blocking (Figure 6).

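Levels of the chemokine and growth factor transcripts differed by orders of magnitude. Ccl2, which draws monocytes, was already abundant with the vehicle control, at 839.7 ± 95.8 CPM (SD, n = 3 libraries), and reached 2550.1 ± 46.4 CPM with TLs. Cxcl2 and Cxcl1, which draw neutrophils, went from 45.8 ± 6.50 and 18.9 ± 3.17 CPM to 2039 ± 74.4 and 1457 ± 69.5 CPM. For Ccl3 the levels were 117 ± 11.3 and 1448 ± 101 CPM. Csf3 reached 171 ± 15.3 CPM and Csf2 23.5 ± 3.34 CPM with TLs. The lowest levels with TLs were those of Cxcl11, at 2.27 ± 0.792 CPM, and Ccl5, at 0.842 ± 0.282 CPM; Ccl5 did not pass the test against the vehicle control. With α-GalCer, Ccl2, Cxcl2, Cxcl1 and Ccl3 were at 882 ± 67.0, 48.8 ± 3.84, 20.8 ± 1.60 and 119 ± 8.25 CPM.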

Stimulation of BMDCs with *L. johnsonii* N6.2 lipids also induced the hematopoietic growth factors *Csf2* (GM-CSF) and *Csf3* (or granulocyte colony stimulating factor, G-CSF) along with several chemotaxis cytokines or chemokines: *Ccl2–5*, *Ccl20, Cxcl1–3, Cxcl6*, and *Cxcl11*. These molecules are important in cell migration as well as other biological processes, such as proliferation, survival, differentiation, and cytokine production. The chemokine groups CCL2–5 and CXCL1*-3*,6 mediate trafficking of innate immune cells, mainly of monocytes and granulocytes.^54^ CCL20 binds to CCR6 that is expressed on mature DCs, Th17, CD8+ T cells, Treg, and B cells.^55–58^ CXCL11 displays tolerogenic functions that restrain inflammatory autoimmune diseases. This chemokine induces Foxp3- regulatory T cells from both naïve T cells and disease-associated effector T cells in an autoimmune model.^59,60^ The induction pattern observed suggests that BMDCs stimulated with the probiotic lipids have the potential of mediating the migration of immune cells to the lymph nodes.

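Itgax, which encodes CD11c, and Itgam, which encodes CD11b, were abundant in all 3 groups. Itgam was at 495 ± 50.0 CPM (SD, n = 3 libraries) with the vehicle control, 451 ± 18.0 CPM with α-GalCer and 765 ± 17.4 CPM with TLs, and Itgax at 457 ± 25.4, 396 ± 24.2 and 666 ± 20.8 CPM in the same order. Nfil3 was less abundant, at 29.6 ± 0.131, 28.4 ± 1.56 and 42.0 ± 1.73 CPM. Against the vehicle control these are differences of 1.55-fold for Itgam, 1.46-fold for Itgax and 1.42-fold for Nfil3. Against α-GalCer the adjusted p was 1.35e-05 for Itgam, 5.07e-06 for Itgax and 0.0001 for Nfil3 in edgeR.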

The obtained BMDCs displayed a cDC2-like transcriptional profile, evidenced by expression of *Itgax* (CD11c), *Itgam* (CD11b), and *Nfil3* observed after the stimulation. This DC subset can migrate from peripheral tissues to local LNs, where they present Ags to T cells and prime T-cell effector responses.^12^ *Clec10a* was downregulated, indicating that the BMDCs should be classified in the cDC2A subset.^39^ cDC2A were shown to possess anti-inflammatory and tissue-repair functions, as they secreted less pro-inflammatory cytokines IL-6 and TNF-α and polarizing activity toward IFNγ or IL-17A producing T cells.^39^

The purified lipids also induced the gene expression of *Tlr2, Tlr7, Nlrp3, Nod2*, and suppressed expression of *Tlr3* and *Tlr4* (see Table S3). 

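The receptor genes moved in the same directions against α-GalCer as against the vehicle control. Tlr2 had a log2 fold change of 2.85 (standard error 0.054, adjusted p = 8.81e-11 in edgeR), Nod2 2.07 (standard error 0.11, adjusted p = 1.85e-07 in edgeR), Nlrp3 1.99 (standard error 0.053, adjusted p = 7.03e-10 in edgeR) and Tlr7 1.70 (standard error 0.10, adjusted p = 3.33e-07 in edgeR). Tlr3 and Tlr4 had log2 fold changes of −1.49 (standard error 0.13, adjusted p = 6.83e-06 in edgeR) and −0.66 (standard error 0.11, adjusted p = 0.000825 in edgeR). All 3 TL libraries lay on one side of all 3 α-GalCer libraries for each of these genes.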

A similar gene transcriptional pattern for *Tlr2, Tlr3, and Tlr7* was observed in macrophages responding to *L. johnsonii* N6.2 nanovesicles. That is, downregulation of *Tlr3* and upregulation of *Tlr2* and *Tlr7*. ^17^ NOD2 is an intracellular microbial sensor for both Gram-negative and Gram-positive bacteria while NLRP3 is a cytoplasmic protein that senses cellular stress and intracellular damage upon pathogen uptake. The synergistic activity of both NOD2 and NLRP3 has been shown to induce a particular profile of maturation markers (MHC-II, CD80, CD86); cytokines (IL-1α, IL-1β, IL-6, IL-2, IL-23p19 and IL-12p40); and chemokines (CXCL1 and 2) in murine BMDCs.^61^

We observed upregulation of costimulatory molecules *Cd86* and *Cd40*, downregulation of *Cd83* and upregulation of migratory markers *Marcks, Icam1, Ccr7*, and *Fscn1* along with moderate downregulation of CD62L (*Sell*). DCs migrate from non-lymphoid tissues into the draining LNs to present processed Ags to T cells. These migDCs display a mature state characterized by upregulated surface expression of MHC-I and -II along with CD86 and CD40. migDCs can transport both self- and exogenous Ags, and therefore exert tolerogenic or inflammatory T-cell responses (tol-migDC and inf-migDC, respectively).^41^ The surface expression levels of CD86 and CD40 along with MHC-II levels were not significantly increased. However, the migratory molecule ICAM-1 was highly increased at the surface of BMDC stimulated with both *L. johnsonii* N6.2-TLs and PLs. The phenotypic analysis of maturation markers supports the results transcriptionally observed (and described above). The downregulation of CD62L has been observed during T-cell activation and routinely reduced in these cells when transmigrating within LNs.^62^ These results suggest maturation of *L. johnsonii* N6.2-lipid-stimulated BMDC into a tol-migDC-like phenotype. This phenotype has important implications regarding DC function, as clonal anergy of T cells has been shown to be induced upon cognate stimulation in the presence of MCH-II and ICAM-1.^63^

Interestingly, we also observed upregulation of Jagged-1 (*Jag1)*. This Notch ligand has been shown to contribute to cell proliferation and Treg induction, sustaining the immunosuppressive environment (Reviewed in.^64^ Expression of Jagged-1 on mesenchymal stromal cells has been shown to induce expansion of existing Foxp3+ T reg cells.^65^ This effect was partially dependent on PD-L1 interactions on DCs.^66^ Indeed, an increased activation of peripheral memory Tregs after the washout period (p.value = 0.07) was observed after oral administration of live *L. johnsonii* N6.2 cells to healthy adults. While this trend did not reach significance, we hypothesize that *L. johnsonii* N6.2 lipids may play an important role in those observations.^29^

The NF-κB family of transcription factors is widely known for its central role in coordinating cellular responses to external stimuli. NF-κB dimers regulate the transcription of genes that control inflammation, immune cell development, cell survival, and proliferation (extensively reviewed in^67,68^). Activation of canonical NF-κB signaling depends on the kinase IKKβ, whereas non-canonical signaling entirely relies on IKKα alone. The classical (canonical) NF-κB signaling is a hallmark of inflammatory challenge in both immune and nonimmune cells. It is activated by a variety of stimuli, including binding of PAMPs, damage-associated molecular patterns (DAMPs) and pro-inflammatory cytokines to their cognate receptors. Hence, dysregulations of canonical NF-κB signaling are contributed to the pathogenesis of various inflammatory diseases.^69,70^ Given the importance of the classical pathway in an immunological context, we assessed whether *L. johnsonii* N6.2-purified lipids trigger its activation in BMDCs. Strikingly, pre-treatment of BMDCs with the IKKβ inhibitor IMD-0354 did not significantly change the gene expression levels of *Il6, Il10* and *Tnf* induced by *L. johnsonii* N6.2 TLs and PLs at all the concentrations tested (see Figure S10). In contrast, highly selective inhibition of IKKα (by BMS-345541) led to a significant downregulation of *Il6* and *Tnf* to basal levels (Figure 7).

Recent studies have demonstrated that the expression control of NF-κB-targeted genes is not only stimulus-specific but also cell type-specific.^71,72^ Moreover, crosstalk with non-canonical NF-κB signaling may either extend or restrain the duration of canonical NF-κB activation in a cell type-specific manner.^67,73^ In DCs, non-canonical NF-κB activity restrains maturation under steady-state conditions, but upon TLR ligation, canonical signaling is activated and regulates the expression of inflammatory gene programs and DC-surface activation markers.^74^ While different PAMPs are known to activate canonical NF-κB signaling downstream of TLR-ligation,^72^ little is known about the involvement of PAMPs, and particularly of commensal-derived bioactive lipids in stimulating DCs through a non-canonical NF-κB-manner. We observed that the gene expression of *Tnf* is specifically controlled by the non-canonical NF-κB pathway. This gene has been previously demonstrated to show a codependency either on canonical or non-canonical NF-κB transcription factors in DCs.^74^ Moreover, Baratin et al.^75^ demonstrated that homeostatic NF-κB signaling in DCs is required to maintain tissue immune tolerance, and that steady-state migDCs displayed a different NF-κB-regulated network of genes that support DC immune homeostasis as opposed to inflammatory conditions. Our NF-κB-inhibition experiments suggest that *L. johnsonii* N6.2-purified lipids activate a tol-mig-like gene expression program that is mediated in part by non-canonical NF-κB signaling. This response is hence highly specific to the stimulus presented and to the cells stimulated.

Cell-based assays identified the phospholipid (PL) fraction as the immune-stimulating, bioactive fraction. Phospholipids (specifically glycerophospholipids, GP) represent 28% of *L. johnsonii* N6.2-purified lipids (Figure 1a). Among those GPs, 90% represented diacylglycerophosphoglycerols or phosphatidylglycerols (PGs) (see Figure S7b). The major phospholipids in *Lactobacillus* spp. are cardiolipins (CLs), GPs and dihexaosyl diacylglycerols (DH-DGs).^16^ Interestingly, GPs enriched in *L. johnsonii* N6.2 nanovesicles include PGs such as PG(16:0_18:1), PG(18:1_18:1), PG(17:1_20:2), PG(37:3) and PG(36:2).^16^ The anionic pulmonary surfactant PG(16:0_18:1) or palmitoyl-oleoyl-PG (POPG) and the di-oleoyl PG (DOPG) or PG(18:1_18:1) have been shown to inhibit TLR2 and TLR4 activation in murine macrophages upon stimulation with either the TLR ligands LPS (TLR4), Pam3Cys (TLR2/1), MALP-2 (TLR2/6), lipoprotein (TLR2) or *Mycoplasma pneumoniae* membranes for POPG or with the antimicrobial peptide S100A9 for DOPG.^76,77^ Furthermore, the anti-inflammatory effects of DOPG on S100A9-stimulated macrophages are driven by inhibition of p65 (a canonical NF-κB TF) phosphorylation and translocation to the nucleus.^77^ POPG also decreases influenza A viral-induced inflammation when administered to mice intranasally.^78^ Moreover, drug delivery systems based on anti-inflammatory PGs are also being explored. As such, phosphatidylserine (PS) and PG as DOPS- or DOPG-formulated mixed micelles and liposomes were shown to suppress TNFα production from mouse peritoneal macrophages stimulated with IFNγ or LPS.^79^

Overall, our analysis reveals that BMDCs stimulated with *L. johnsonii* N6.2-purified lipids share similar transcriptional signature to that of steady state migDCs, including upregulation of maturation-mig related genes *Cd86, Cd40, Ccr7, Marcks, Icam1*, and immunoregulatory genes that include *Itgb8, Nfkbiz, Jag1, Hcar2, Adora2a, IL2ra, Arg1, Cd274*, and *Cd200*. This gene expression program suggests the partial involvement of by TLR2-signaling and the non-canonical NF-κB pathway in a context- and cell type-specific manner. These BMDCs present a tol-migDC-like phenotype as determined by surface expression of maturation and migratory markers. Our results herein provide insights into how Gram-positive-commensal-derived bioactive lipids may regulate and educate cellular immunity in the gut and further suggest that *L. johnsonii* N6.2 lipid stimulated-BMDCs have the potential of dampening immune responses and induce/promote regulatory T cell responses, a subject of further investigation.

## Experimental procedures

### Bacterial cultures

*L. johnsonii* N6.2 was cultivated under anaerobic, static conditions in de Man, Rogosa, Sharpe (MRS) media. For EPS isolation, MRS media was subjected to ultracentrifugation (Beckman) at 175 000 × *g* for 2 h at 4°C followed by filter-sterilization (0.2 µm), to remove any EPS from the yeast extract present as part of the media formulation. *L. johnsonii* N6.2 was inoculated in MRS at 1% (v/v) and incubated at 37°C for 24 h for total lipid extraction, or for 48 h for EPS isolation. *E. coli* MG1655 and *B. subtilis* 168 were cultured in Luria-Bertani (LB) broth at 37°C for 24 h under shaking conditions.

### EPS isolation

1 L cultures of *L. johnsonii* N6.2 grown for 48 h were harvested by centrifugation at 15,900 × *g* for 20 min at 4°C. The culture supernatant was collected as well as supernatants generated following the subsequent cell pellet washes. Cell pellet was resuspended and washed twice with PBS pH 7.2 and once with Milli-Q water. The washed biomass was frozen at −80°C overnight and freeze-dried (Labconco) for 24 h. The cell culture supernatant and wash supernatants were combined. EPS was extracted from both the cell biomass and the culture supernatants as separated procedures following the methods by Górska et al.^80^ and Horn et al.,^81^ respectively. In brief, freeze-dried biomass was treated with 10% TCA for 2.5 h at room temperature (RT) followed by centrifugation at 14 500 × *g*, 20 min. The EPS contained in the supernatant was then precipitated with 5× V of cold 96% ethanol overnight (kept at 4°C) and collected by centrifugation at 23 500 × *g*, 50 min. The pellet was resuspended in water (with gentle heating at 37°C if needed), dialyzed (in water) for 48 h, lyophilized and stored at 4°C.

EPS from the culture supernatants was precipitated by adding an equal volume of ethanol and incubated at 37°C overnight. Precipitated EPS was collected by centrifuging at 14 500 × *g*, 20 min. EPS in the pellet was resuspended in water (with gentle heating) and precipitated with 2× V of chilled (−20°C) ethanol. The EPS was recovered by centrifugation at 14 500 × *g*, 20 min. Precipitated EPS was resuspended in water and dialyzed for 72 h. Culture supernatant EPS was further purified by dissolving in 10% TCA overnight. Precipitated protein was removed by centrifugation at 10,000 × *g* for 15 min, 4°C. The supernatant pH was adjusted to 7 with 1 M NaOH and EPS was precipitated again with 2× Volume of chilled ethanol, centrifuged, and resuspended in water prior to its lyophilization and storage at 4°C.

EPS from bacterial cells and culture supernatants were further cleaned by resuspending in buffer (50 mM Tris-HCl pH 7.5, 10 mM MgCl_2_) and treating with DNase I (2 units/100 µL) and RNase H (5 units/100 µL) (New England Biolabs) at 37°C for 6 h followed by a proteinase K (Fisher scientific) treatment (100 ug/mL) overnight (37°C). After all digestions, EPS was re-purified as described above for culture supernatants, lyophilized, and stored at 4°C.

### Total lipid extraction and fractionation

Bacterial cells from 24 h-*L. johnsonii* N6.2, *E. coli* MG1655, or *B. subtilis* 168 cultures were harvested by centrifugation at 15,900 × g for 20 min at 4°C. Cells were washed twice with 1% (w/v) NaCl, frozen at − 80°C overnight and freeze-dried (Labconco) for 24 h. Total lipids from the bacterial strains were extracted using a modified Bligh and Dyer method.^82^ In short, one gram of freeze-dried cells was added into a clean glass separatory funnel. A total of 114 mL of solvents were added in sequence to achieve a final cloroform:methanol:water ratio of 1:2:0.8 (v/v/v). All solvents used were ACS or HPLC grade. The mixture was allowed to stand for 18 h with occasional shaking and subsequent phase separation was achieved by adding chloroform and water to reach a chloroform:methanol:water ratio of 1:1:0.9 (v/v/v). The lower chloroform phase was collected. The majority of the solvent was evaporated in a rotavapor (Buchi) at 474 mbar and a water bath of 40°C. Remaining solvent was evaporated under a nitrogen stream and dried lipid extractions were sealed in glass tubes and stored at −80°C.

Total lipids (TL) from *L. johnsonii* N6.2 were fractionated by column chromatography using a modified Frostegård method.^40^ In brief, pooled total lipids extracted from a large-scale culture (14 g of freeze-dried biomass) were resuspended and combined in chloroform:acetic acid (100:1 v/v); and loaded to a column (3.2 × 45.7 cm) of oven-activated (125°C) silica gel 60 (0.063–0.200 mm, Millipore) conditioned with the same solvent mixture. A simple lipid fraction (SL, including fatty acids) was then eluted with chloroform:acetic acid (100:1 v/v, 1200 mL), followed by a glycolipid (GL) fraction eluted with acetone (2400 mL) and a phospholipid (PL) fraction eluted with methanol (1200 mL). The solvents were evaporated as indicated above. Individual lipid fractions were aliquoted as needed in glass tubes, and remaining solvent was evaporated under a stream of nitrogen. Dried lipid amounts obtained were measured gravimetrically. Lipid fractions were stored at −80°C until further use.

### Untargeted qualitative lipidomics

Qualitative LC-MS/MS Analysis was performed to follow the lipid fractionation process. The service was provided by the Mass Spectrometry Research and Education Center, Department of Chemistry, University of Florida, Gainesville, FL, United States. Two biological aliquots of TL and lipid fractions (SL, GL and PL) were used for this analysis. Dried lipid samples were reconstituted in chloroform (TL), 1:1 DMSO:ethanol (SL and GL), and 1:1 chloroform:ethanol (PL) and diluted further in ethanol. A portion of the dilute sample was transferred to an autosample vial for LC-MS/MS analysis. The samples were analyzed by reversed phase (Acclaim PepMap C18) under a 70 min gradient. Mobile phases of isopropanol, acetonitrile, and water, both containing ammonium formate and formic acid was used for positive polarity LC-MS/MS and negative polarity LC-MS/MS. Eluent was analyzed on a QTOF-MS with data-dependent MSMS programmed for fragmentation of singly charged ions between m/z 500–1500 for positive mode and ions between m/z 250–1500 for negative mode. The MS(MS) data was then searched using lipidomic libraries in Metaboscape and SimLipid.

### Animals

Sprague-Dawley (SD) rats were purchased from Charles River Laboratories (USA). Animals were housed under a 12-h light:dark cycle and controlled climate as prescribed by the Association for Assessment and Accreditation of Laboratory Animal Care. All animals were fed standard rodent chow and water *ad libitum*. Experiments were performed with 8–12 weeks old rats. All animal procedures were approved by the University of Florida Animal Care and Use Committee with protocol #202011186.

### Primary cell cultures

Bone marrow progenitors were isolated from SD rats (8–12 weeks old) by flushing femurs with Hank’s Balanced Salt Solution (HBSS). Bone marrow progenitors were resuspended in RPMI-1640 supplemented with 10% heat-inactivated fetal bovine serum (FBS, Sigma), 2 mM L-glutamine (as GlutaMAX^TM^ supplement), 50 µM 2-mercaptoethanol (Sigma), 100 units/mL of penicillin, 100 µg/mL streptomycin (complete medium, all components from Gibco unless otherwise stated). Complete RPMI-1640 medium was supplemented with 20 ng/mL of rat GM-CSF and 200 ng/mL of human FLT3-L (both from R&D Systems) to generate bone marrow-derived dendritic cells (BMDCs) (complete BMDC medium). BMDCs were cultured in non-treated *T*-75 flasks (Thermo Scientific) for 7 days at 37°C and 5% CO_2_ with medium changes every 2–3 days. On day 7, the loosely adherent and nonadherent cells were harvested for the cell-based assays. Flow cytometry with anti-rat CD11b/c antibody (Clone OX-42, BioLegend) was used to confirm the purity of 7-d non-adherent BMDCs. Figure S11 displays the gating strategy followed for flow cytometry analysis. Purity was routinely > 90%.

### Lipid stimulation experiments

For our RNAseq-based experiment, TLs were resuspended in PBS pH 7.2. For our bioassay-guided fractionation experiments, TL, SL and GL were resuspended in DMSO:ethanol (1:1 v/v). PL was resuspended in DMSO:ethanol:PBS (1:1:2 v/v/v). Lipid suspensions were vortexed at max speed and heated up to 40°C for 10 min in a heat block to aid in resuspension. This process was repeated one more time before further dilutions. Working lipid suspensions were prepared by diluting 1:4 in PBS. The solvent mixture DMSO:ethanol:PBS (1:1:6 v/v) constituted the vehicle solution as it represented the mixture with the greater amount of solvents. Working suspensions were further diluted in the vehicle if needed prior to addition to complete BMDC medium. Equal volumes of working lipid suspensions were added to the medium to achieve the concentrations assayed. Synthetic α-GalCer (KRN700) was purchased from Adipogen, dissolved in DMSO following manufacturer’s recommendations, diluted 1:10 in PBS pH 7.2 and added to the cells at 100 ng/mL. 7-d nonadherent BMDCs were added to a 6-well non-treated plate (Thermo Scientific) at 10^6^ cells per well in 3 mL of complete BMDC medium supplemented with either the lipid treatments or the vehicle control. Cells were incubated at 37°C and 5% CO_2_ for 6 h and harvested for RNA isolation and immunostaining.

### MTT assay

7-d nonadherent BMDCs were added to a 96-well non-treated plate at 10^4^ cells per well and 200 µL of complete BMDC medium supplemented with either the lipid treatments at evaluated concentrations or the vehicle control. Cells without any treatment were also assayed as a positive control. Complete BMDC medium alone was added as a blank control. Cells were incubated at 37°C and 5% CO_2_ for 7 h. After the incubation period, 20 µL of MTT (as a 5 mg/mL solution in PBS) was added to each well and further incubated for 2 more hours. Subsequently, the plate was centrifuged to pellet down the cells at 300 × *g* for 5 min, the culture medium removed and the MTT crystals were dissolved with 200 uL of acidified isopropanol (prepared by adding 50 mL of 2 M HCl to 2.5 L of isopropanol). The generated amount of blue formazan was determined spectrophotometrically at 570 nm.

### RNAseq analysis

After isolation of total RNA, library construction and sequencing were performed by Novogene, (Novogene Co., Davis, CA, USA). A total amount of 1 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra TM RNA Library Prep Kit for Illumina® (NEB) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X) or by using sonication with Diagenode bioruptor Pico for breaking RNA strands. First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150 ~ 200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter). Then 3 µl USER Enzyme (NEB) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Raw data (raw reads) of FASTQ format were firstly processed through fastp to generate clean reads.^83^ Paired-end clean reads were mapped to the reference genome using HISAT2 software.^84^ Novogene Co., Ltd Quantification FeatureCounts^85^ was used to count the read numbers mapped of each gene.

Raw counts normalization and filtration, along with differential expression analysis were performed with RStudio version 2022.7.1.554 as follows: RNAseq length and GC content biases correction was performed with the EDAseq package v2.30.0^86^ for both, within and between lane normalizations. Outlier detection was performed with the iterative leave-one-out (*iLOO*) approach, described by George et al.^87^, and filtration of low-count data was performed with the NOISeq package v2.40.0.^88,89^ Exploratory analyses were performed with the graphical tools of NOISeq and ComplexHeatmap v2.12.1.^90,91^ Pairwise comparisons were performed with NOISeqBIO from the package NOISeq. The probability of differential expression applying NOISeqBIO is 1-FDR, where FDR is considered as an adjusted p-value and no further adjusting was performed. Significant differentially expressed genes (DEGs) were defined as those DEGs with a p.adjust < 0.01 and an absolute log2FC value greater than 0.3. Gene ontology (GO) enrichment analysis was performed with the package goseq v1.48.0^92^ and over-represented p-values were adjusted with the Benjamini–Hochberg method.

### RT-qPCR analyses

Total RNA was isolated with the RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. DNA was digested with the TURBO DNA-*free*^TM^ kit (Invitrogen). cDNA was produced with the iScript^TM^ cDNA synthesis kit (Bio-Rad) and qPCR assays were performed using the PowerUp™ SYBR™ Green Master Mix (Applied Biosystems) in a QuantStudio 6 machine (Applied Biosystems). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal control in each experiment. All primers were designed to specifically bind rat cDNA. The sequence of primer used are shown in Table S5.

### TLR2 blocking experiment

TLR2 on the surface of 7-d BMDCs was blocked by pre-incubating the cells with 9 µg/mL of recombinant monoclonal anti-rat TLR2 antibody (ab209217, Abcam) or isotype control (ab172730, Abcam) for 1 h prior to the addition of 5 µg/mL of *L. johnsonii* N6.2 PLs (as described above) and further incubation for 6 h. The antibody storage buffer (59% PBS pH 7.2, 40% glycerol, 0.05% BSA, 0.01% sodium azide) was prepared in-house and added at equal volumes as a negative control along with the vehicle control for the lipids. Cells were also treated with the Abs alone throughout the duration of the assay. 3∙10^5^ BMDCs per well were assayed in 1 mL of complete BMDC medium in a 12-well non-treated plate (Thermo Scientific).

### Inhibition of NF-κB signaling

The NF-κB signaling pathway was inhibited by 1 h pre-treatment with the IKKβ inhibitor IMD-0354 (IC_50_ = 250 nM, ab144823, Abcam) at three different concentrations (100, 250, and 500 nM) and with the IKKβ and IKKα inhibitor BMS-345541 (IC_50_ of 0.3 and 4 µM, respectively, ab144822, Abcam) at 5 µM. Stock solutions of the inhibitors at 25 mM were prepared in DMSO following manufacturer’s recommendations, further diluted in PBS pH 7.2 and added to complete BMDC medium as PBS-diluted solutions to achieve the concentrations analyzed. The vehicle control for the inhibitors constituted the least diluted DMSO:PBS solution (1:2). As a negative control, both vehicle controls (for lipids and inhibitors) were combined and added to the cells at equal volumes as their tested counterparts. The inhibitors alone were also assessed throughout the duration of the assay. *L. johnsonii* N6.2 lipids were added as TLs or PLs at 0.5 or 5 µg/mL and cells were stimulated for 6 additional hours. 3∙10^5^ 7-d BMDCs per well were assayed in 1 mL of complete BMDC medium in a 12-well non-treated plate (Thermo Scientific).

### Flow cytometry

BMDCs phenotype was characterized with a panel of cell surface, fluorescent dye-conjugated/biotinylated mouse anti-rat antibodies (Abs). All centrifugation steps were performed at 300 × g, 5 min. An Ab cocktail was prepared by combining 50 µL of BD Horizon™ Brilliant Stain Buffer (BD Biosciences) with PerCP-OX-6 Ab (anti-MHC-II, BD Biosciences), PE/Cy7-OX-42 Ab (anti-CD11b/c, BioLegend), biotin-3H5 Ab (anti-CD80, Thermo Fisher Scientific), FITC-24F Ab (anti-CD86, BioLegend), APC-HM40-3 Ab (anti-CD40, Thermo Fisher Scientific), BV711-1A29 Ab (anti-ICAM-1, BD Biosciences) and BV421-WTH1 Ab (anti-CD1d, BD Biosciences). Cells were harvested by centrifugation and washed twice with PBS prior to viability staining with the eFluor^TM^ 780 fixable viability dye (FVD) (Invitrogen) for 30 min at 4°C. Cells were washed twice with staining buffer (BioLegend) and blocked with mouse anti-rat CD32 Ab for 10 min. The Ab cocktail was then added, and cells were incubated for an additional 30 min at room temperature (RT). Cells were washed twice with staining buffer and fixed with the Cyto-Fast™ Fix/Perm Buffer Set (BioLegend) according to the manufacturer’s recommendations. Flow cytometry was performed with an Aurora 5 (Cytek) instrument and the data were analyzed with the FCS Express 7 Flow software.

### Statistical analyses

RStudio was used to perform statistical analysis. To identify genes with statistically significant differences between treatments, a one-way ANOVA followed by a Tukey post-hoc test was performed. Median fluorescence intensity (MFI) values obtained from the immunophenotyping experiments were normalized to their respective vehicle control, converted into log2 values, and analyzed by a one-way ANOVA and a Tukey test as described for qRT-PCR data. Statistical significance was defined as p.value < 0.05.

## Supplementary Material

Supplemental Material

## Data Availability

RNAseq data is deposited at the Gene Expression Omnibus (GEO; accession number: GSE221588). Lipidomics data generated in this study is provided in this manuscript as Table S2. Datasets for Table S2 and Table S3 have been uploaded to the Zenodo repository and can be found following the DOIs: 10.5281/zenodo.8044437 and 10.5281/zenodo.8044444, respectively.

# Supplementary material for: Lactobacillus johnsonii N6.2 phospholipids induce immature-like dendritic cells with a migratory-regulatory-like transcriptional signature
**Source:** Gut Microbes. 2023 Sep 7;15(2):2252447. doi: 10.1080/19490976.2023.2252447
**Supplement:** Supplemental Material

*Lactobacillus johnsonii* N6.2 phospholipids induce immature-like dendritic cells with a migratory-regulatory-like transcriptional signature

Alexandra E. Cuaycal^1^, Leandro Dias Teixeira^1^, Graciela L. Lorca^1^ and Claudio F. Gonzalez^1*^

# Supporting information

**Table S1. *Lactobacillus johnsonii* N6.2 total lipid profiling by qualitative lipidomic LC- MS/MS analysis.** The MS-2 annotations (precursor mass- and spectral-matched) detected are presented. RT = retention time. m/z = mass-to-charge ratio. Category: GCL* = Glycerolipid; GP

= glycerophospholipid; FA = fatty acyl. Table is attached as a word file. *: In the table, the abbreviation GCL for glycerolipids was selected to avoid confusion with GL (denotation for the glycolipid fraction obtained after lipid fractionation of *L. johnsonii* N6.2 total lipids).

**Table S2. *Lactobacillus johnsonii* N6.2 total lipid and fractionated lipids profiling by qualitative lipidomic LC-MS/MS analysis.** Table presents both MS-1 (precursor mass- matched) and MS-2 (precursor mass- and spectral-matched) annotations. The values in the table represent the peak area. The column labels, RT: retention time; m/z: mass-to-charge ratio; SL (simple lipids), GL (glycolipids), and PL (phospholipids) represent lipid fractions and TL: total lipids. Table is attached as an xlsx file.

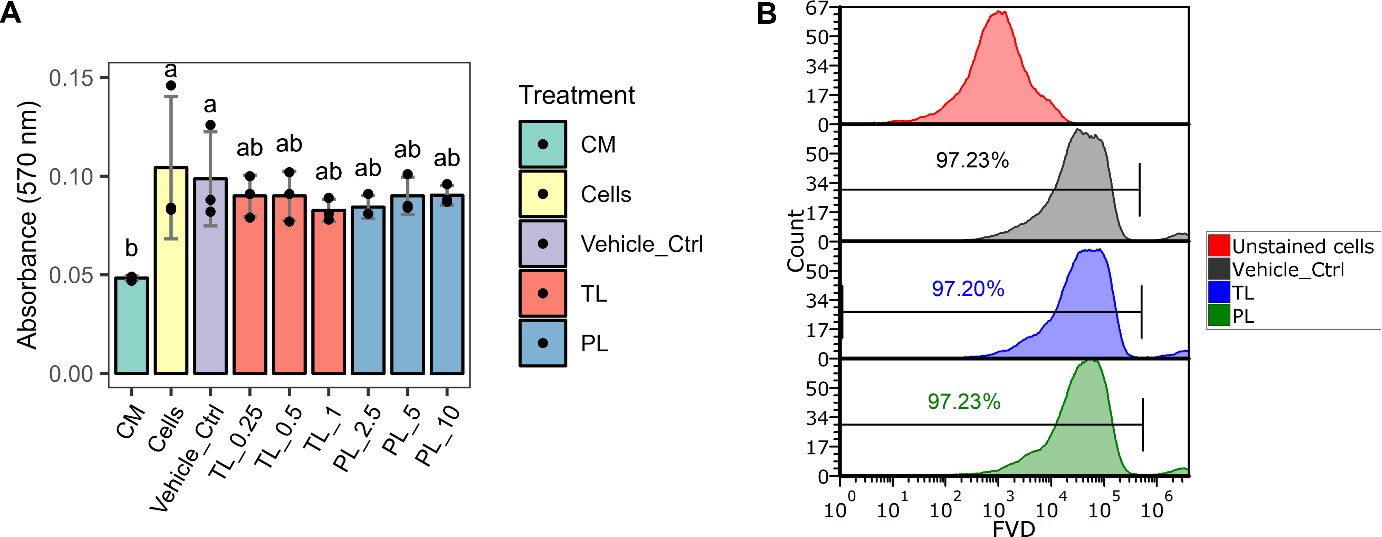

**Figure S1. Assessment of viability of BMDCs after treatment with purified lipids.** A. Metabolic state of BMDCs was assessed by the MTT assay. Total lipids (TL) were evaluated at 0.25, 0.5 and 1 µg/mL. The phospholipid fraction (PL) was evaluated at 2.5, 5 and 10 µg/mL. CM = complete culture medium**.** B. Cell viability of BMDCs as determined by flow cytometry with the eFluor^TM^ 780 fixable viability dye (FVD) (Invitrogen). Data is representative of three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

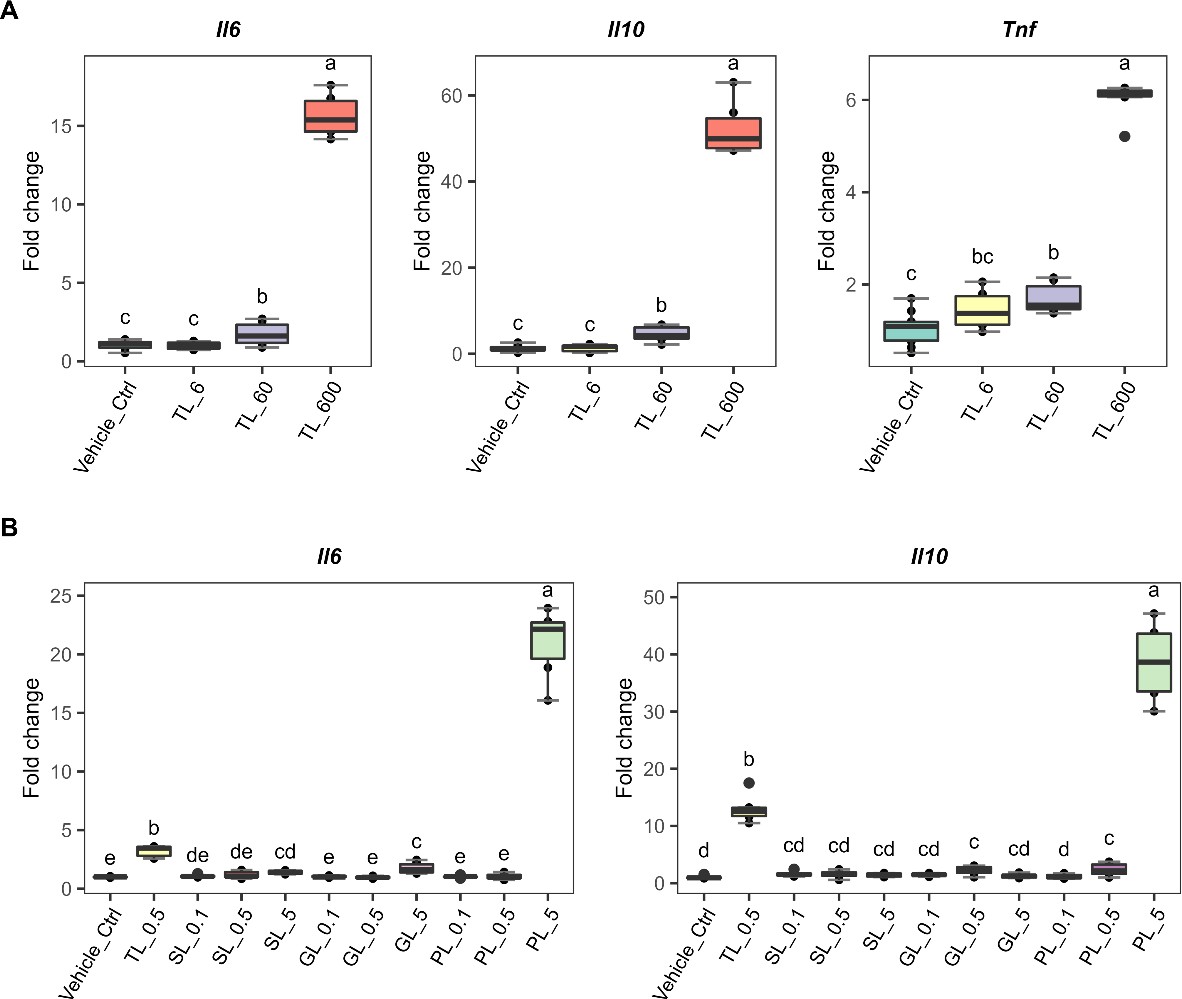

**Figure S2. Stimulatory capability of *L. johnsonii* N6.2 purified lipids as determined by qRT- PCR of *Il6*, *Il10* (A & B) and *Tnf* (A).** A. Total lipids were assayed in three different concentrations: 6, 60 and 600 ng/mL. B. The purified lipid fractions: simple lipids (SL), glycolipids (GL) and phospholipids (PL) were assayed at 0.1, 0.5 and 5 µg/mL. TLs at 0.5 µg/mL were included as a positive control. In both experiments, the vehicle control was included as a negative control. Data represents three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

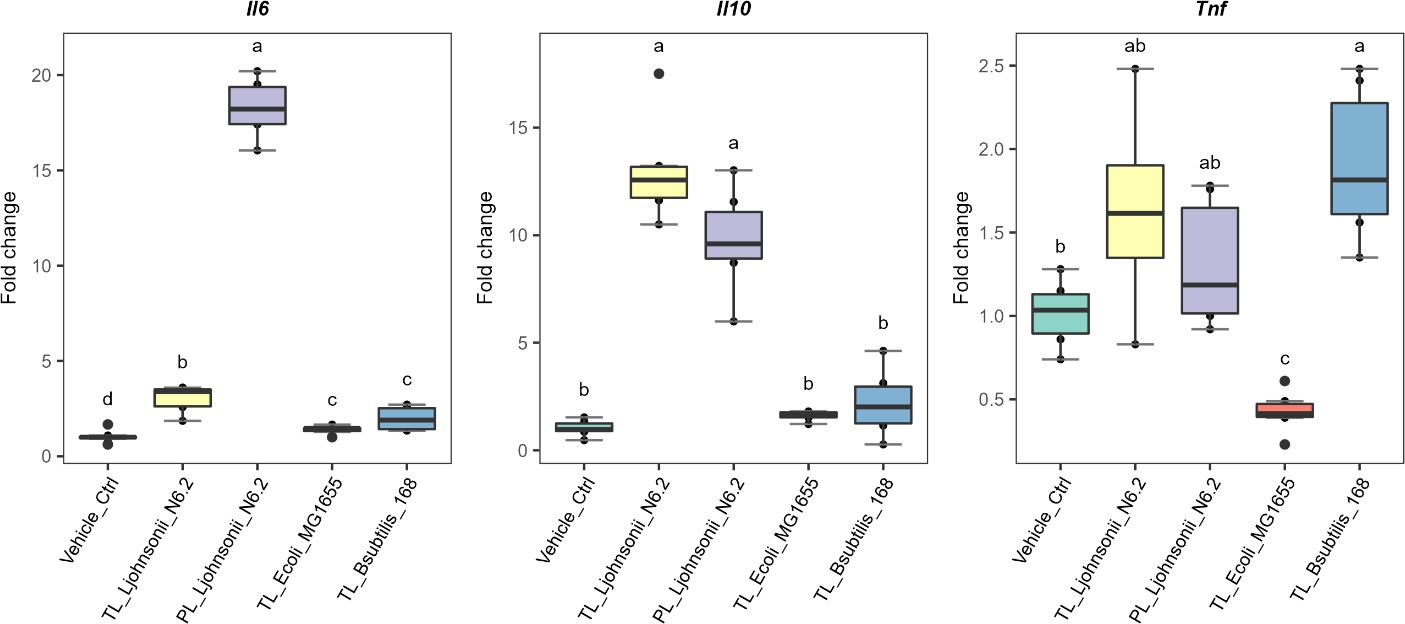

**Figure S3. Stimulatory capability of *L. johnsonii* N6.2, *E. coli* MG1655 and *B. subtilis* 168 purified lipids as determined by qRT-PCR of *Il6*, *Il10* and *Tnf*.** Total lipids for all bacteria were assayed at 0.5 µg/mL. PLs from *L. johnsonii* N6.2 were assayed at 5 µg/mL. The vehicle control was included as a negative control. BMDCs were stimulated for 6 h. Data represents three independent assays. Different letter labels denote statistically significant changes (p value < 0.05).

**Table S3. List of significantly differentially expressed genes (p.ajust < 0.01, |log2FC| > 0.3).** DEGs were obtained by pair-wise differential expression analysis of *Lactobacillus johnsonii* N6.2 total lipid stimulation vs. the vehicle control. Table is attached as an xlsx file.

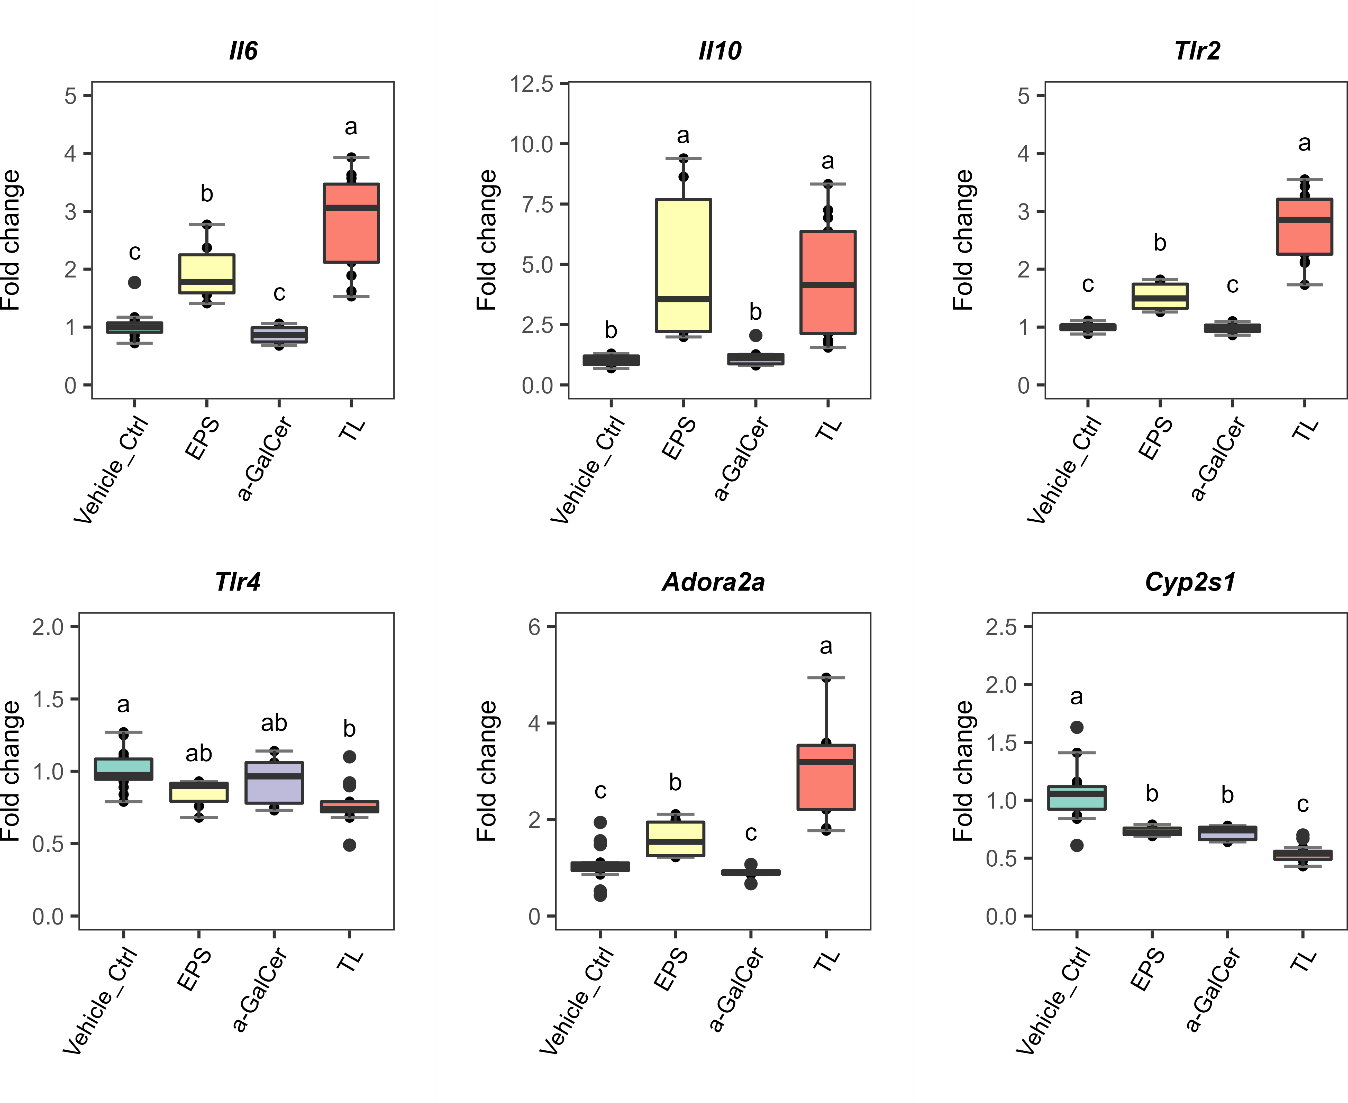

**Figure S4. Gene expression of selected response-markers.** BMDCs were stimulated with *L johnsonii* N6.2 total lipids (TL) or exopolysaccharides (EPS) at 500 ng/mL or α- (a-)GalCer at 100 ng/mL versus the vehicle control. Data were obtained from three independent assays.

Different letter labels denote statistically significant changes (p.value < 0.05).

**Table S4. Gene ontology (GO) enrichment analysis.** Table presents all significantly enriched GO terms (p.adjust < 0.01) obtained after analysis with DEGs with an absolute log2FC ≥ 1.

Table is attached as an xlsx file.

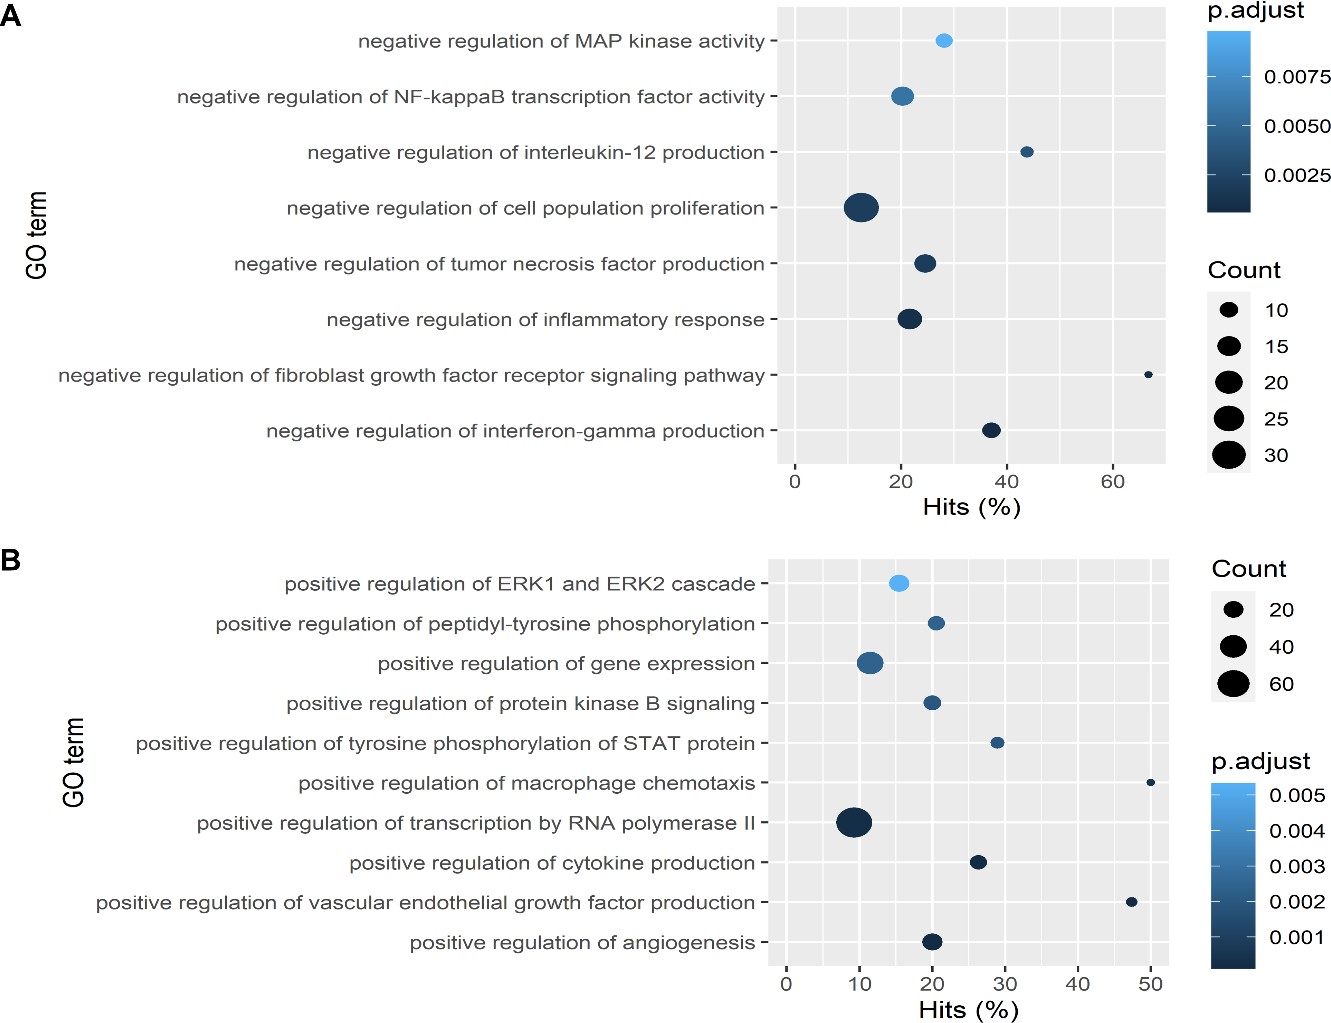

**Figure S5. Negatively and positively regulated GO terms after BMDC stimulation with *Lactobacillus johnsonii* N6.2 total lipids.** GO enrichment analysis was performed with the DEGs with an absolute log2FC ≥ 1. A: negatively regulated GO terms. B: top 10 positively regulated GO terms.

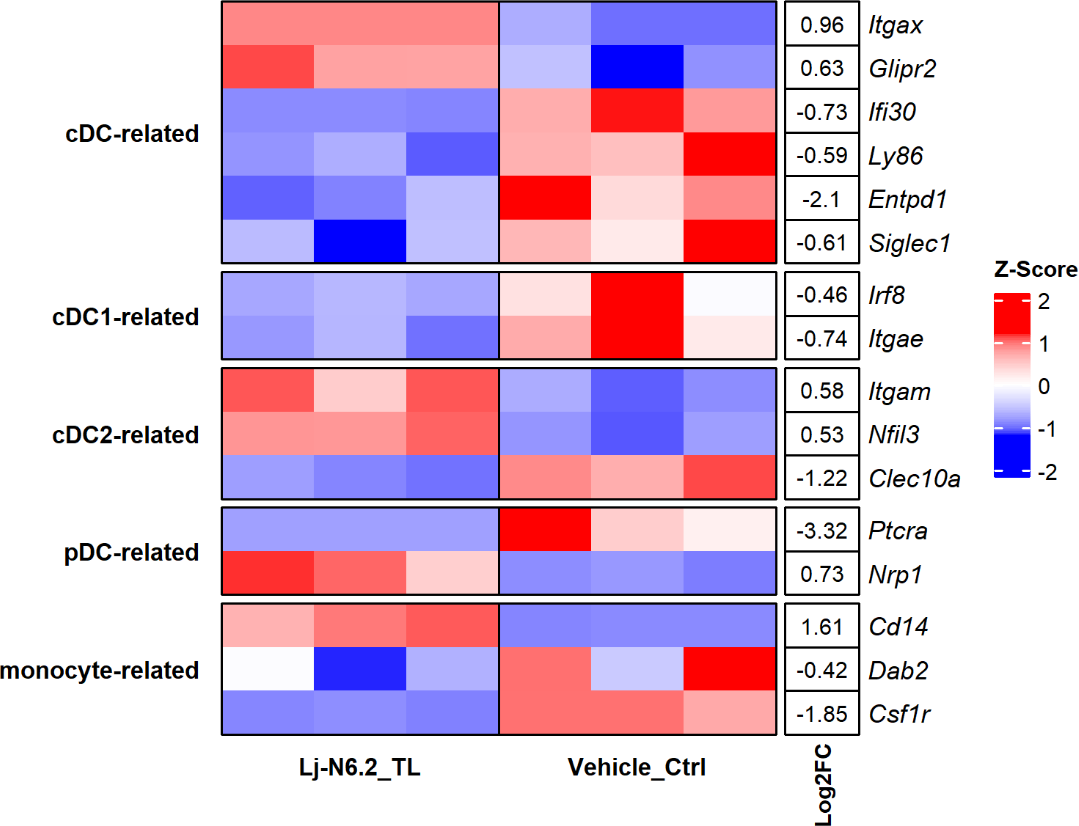

**Figure S6. Heatmap representation of differential gene expression of classical and plasmacytoid DC subset-related genes (p.ajust < 0.01).** BMDCs were stimulated with *Lactobacillus johnsonii* N6.2 total lipids or the vehicle control for 6h. Data represent three independent assays.

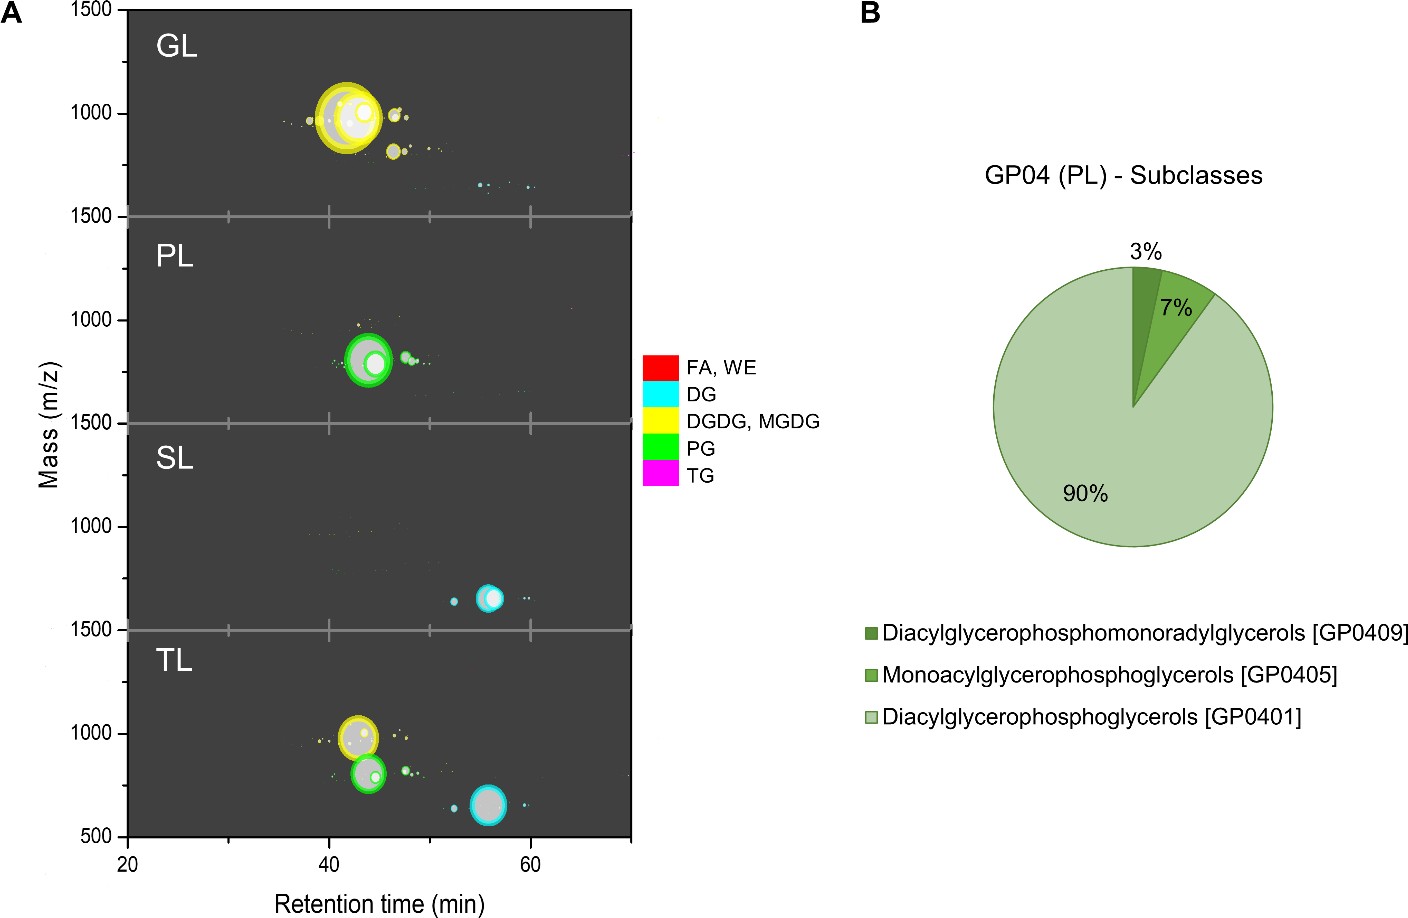

**Figure S7. Global lipidomics analysis of *Lactobacillus johnsonii* N6.2 total (TL) and fractionated lipids (SL, GL and PL) as determined by qualitative LC-MS/MS Analysis and MS-2 annotations.** A: Survey overview of lipid abundances from TL and lipid fractions detected in positive and negative modes (SL: simple lipids, GL: glycolipids, PL: phospholipids). B: Phospholipid subclasses identified in the PL fraction.

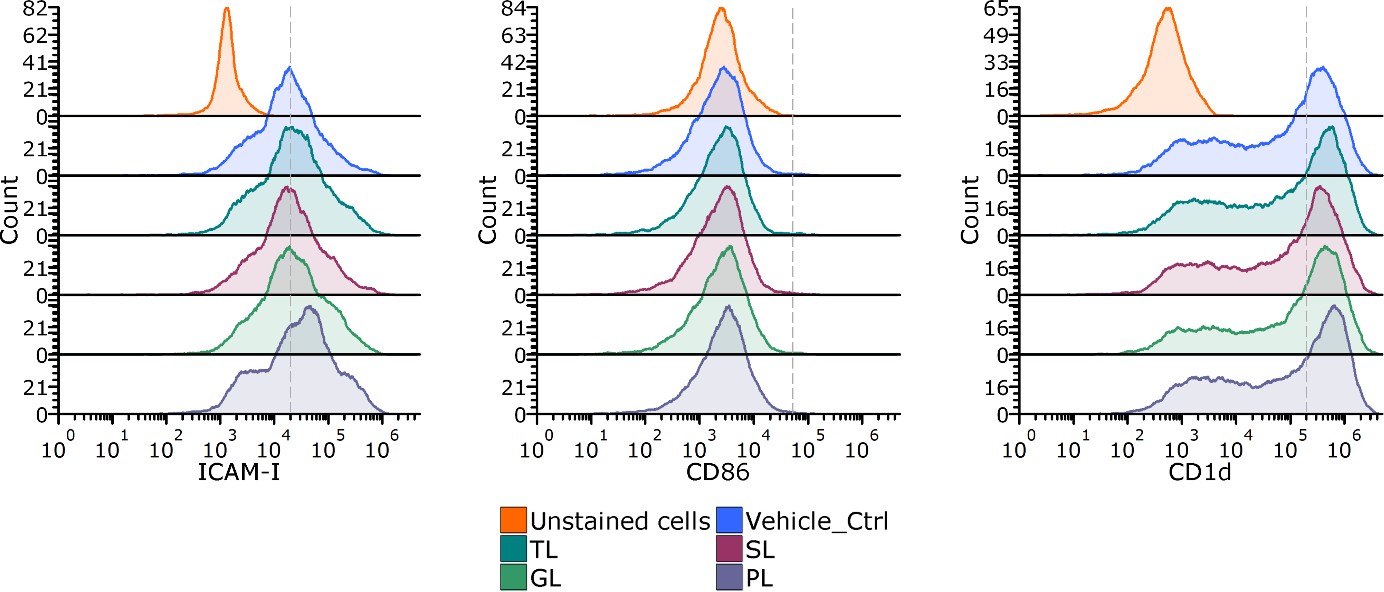

**Figure S8. Histogram overlays of significant surface marker expression changes in BMDCs stimulated with *Lactobacillus johnsonii* N6.2 total (TL) and fractionated lipids (SL, GL and PL).** The dotted line represents the median fluorescence intensity for the vehicle control. SL: simple lipids, GL: glycolipids, PL: phospholipids. Data is representative of three independent assays.

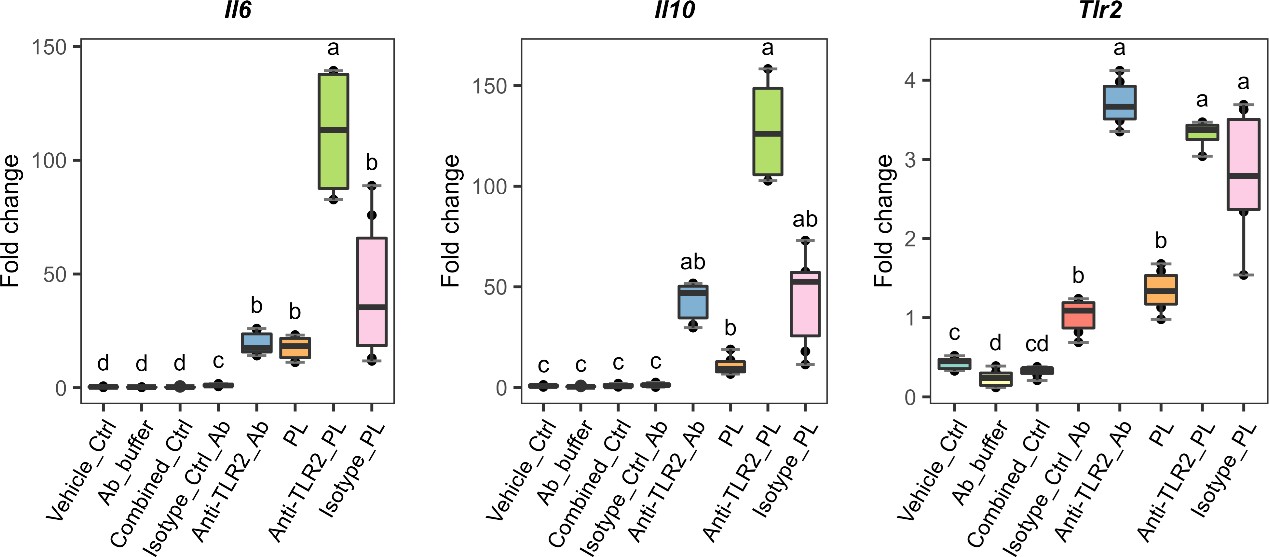

**Figure S9. Blocking canonical NF-kB signaling in *Lactobacillus johnsonii* N6.2 lipid- stimulated BMDCs.** 7-day BMDCs were pre incubated with the IKKβ kinase inhibitor IMD- 0354 at 0.1, 0.25 and 0.5 µM for 1h before addition of *Lj-*N6.2 total lipids (TLs) or phospholipids (PLs) at 0.5 or 5 µg/mL respectively and further incubated for 6 h. Negative controls: vehicle control for *Lj-*N6.2 lipids mixed with vehicle control for inhibitors (VC_combined), NF- kB inhibitor alone. Data were obtained from three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

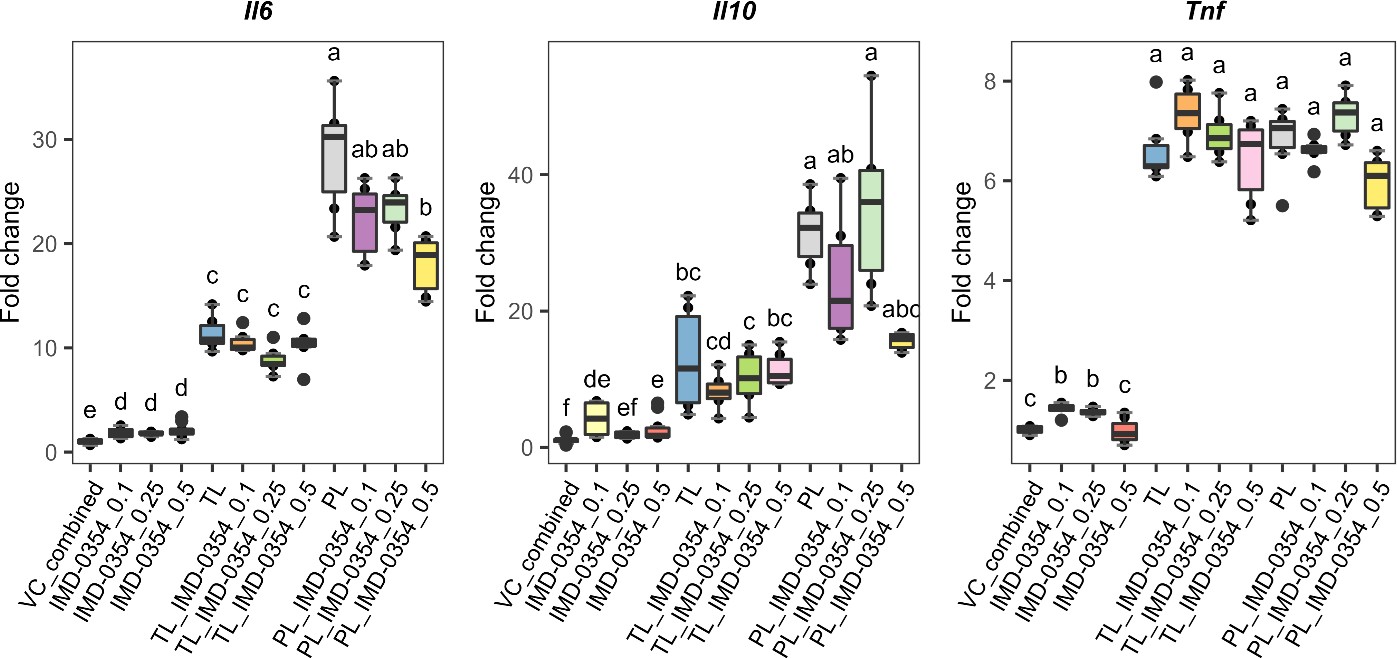

**Figure S10. Blocking canonical NF-kB signaling in *Lactobacillus johnsonii* N6.2 lipid- stimulated BMDCs.** 7-day BMDCs were pre incubated with the IKKβ kinase inhibitor IMD- 0354 at 0.1, 0.25 and 0.5 µM for 1h before addition of *Lj-*N6.2 total lipids (TLs) or phospholipids (PLs) at 0.5 or 5 µg/mL respectively and further incubated for 6 h. Negative controls: vehicle control for *Lj-*N6.2 lipids mixed with vehicle control for inhibitors (VC_combined), NF- kB inhibitor alone. Data were obtained from three independent assays. Different letter labels denote statistically significant changes (p.value < 0.05).

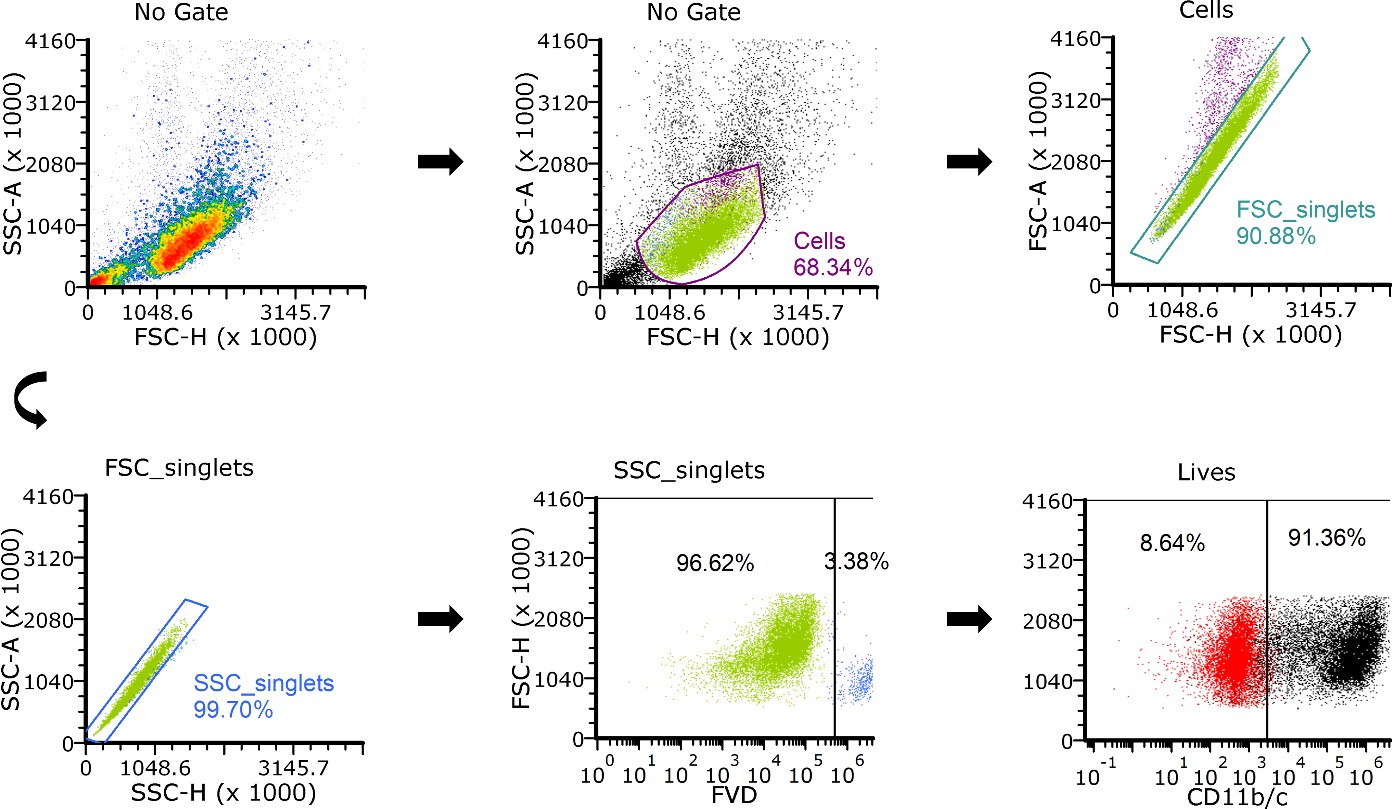

**Figure S11. Gating strategy and purity of BMDC cultures determined by flow cytometry.** The figure presents the gating strategy used to analyze data obtained by flow cytometry starting from doublet exclusion, cell viability evaluation (FVD), and positivity for surface CD11b/c. The green color throughout the panels represents live cells, and the red color in the last panel represents unstained (gated) cells. The Figure is representative of a routine purity evaluation.

Purity of non-adherent BMDCs as CD11b/c^+^ cells was consistently > 90%.

**Table S5. Primers used for qRT-PCR analysis.** *Gapdh* primers were sourced from Zhou et al.^1^ Additional primers were designed for this work.

| **Gene** | **Forward sequence (5'-3')** | **Reverse sequence (5'-3')** |
| --- | --- | --- |
| *Gapdh* | ATGACTCTACCCACGGCAAG | GGAAGATGGTGATGGGTTTC |
| *Il6* | ATTCTGTCTCGAGCCCACCAG | ACTGGCTGGAAGTCTCTTGCG |
| *Il10* | CTGGTAGAAGTGATGCCCCA | GGAGAAATCGATGACAGCGT |
| *Tlr2* | GCCTTATGGAAACTGCAAAGAGTCA | GCAGAATGGCCTTCCCTTGA |
| *Tlr4* | TCTGAGCTTCAACCCCCTGA | GCCATGCCATGCCTTGTCTT |
| *Adora2a* | GAGCAGCGCTAGTTTCGAAGT | CAGGGTTCTGAGATACCTCTTGC |
| *Cyp2s1* | ACCCTCAAGTCCAAAAGCGTG | AACAGCATCCGTGTAAGGGAG |
| *Tnf* | TCCCAACAAGGAGGAGAAGTTCC | CGGGCTTGTCACTCGAGTTTT |

# References

1. Zhou J, Ando H, Macova M, Dou J, Saavedra JM. Angiotensin II AT1 receptor blockade abolishes brain microvascular inflammation and heat shock protein responses in hypertensive rats. Journal of Cerebral Blood Flow and Metabolism. 2005;25(7):878-886. doi:10.1038/SJ.JCBFM.9600082/ASSET/IMAGES/LARGE/10.1038_SJ.JCBFM. 9600082-FIG8.JPEG

# Supplementary material for: Lactobacillus johnsonii N6.2 phospholipids induce immature-like dendritic cells with a migratory-regulatory-like transcriptional signature
**Source:** Gut Microbes. 2023 Sep 7;15(2):2252447. doi: 10.1080/19490976.2023.2252447
**Supplement:** Supplemental Material

**Table S1. *Lactobacillus johnsonii* N6.2 total lipid profiling by qualitative lipidomic LC-MS/MS analysis.** The MS-2 annotations (precursor mass- and spectral-matched) detected are presented. RT = retention time. m/z = mass-to-charge ratio. Category: GCL* = Glycerolipid; GP = glycerophospholipid; FA = fatty acyl.

*: The abbreviation GCL for glycerolipids was selected to avoid confusion with GL (denotation for the glycolipid fraction obtained after lipid fractionation of *L. johnsonii* N6.2 total lipids).

How the deposited data were processed for this re-analysis (not part of the article)

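RNA was sequenced from rat BMDCs that had been differentiated from bone marrow with GM-CSF and FLT3L and stimulated on day 7 for 6 h with TLs of L. johnsonii N6.2 (600 ng/mL), with α-GalCer (100 ng/mL) or with the vehicle control, 1000000 cells per well and 3 libraries per group. The sample labels give PBS as the solvent of the TLs and DMSO with PBS for the other groups, so the TLs and the absence of DMSO are confounded in these libraries; the paper's later qRT-PCR assays of 6 response-markers, for which it gives TLs in DMSO and ethanol against a vehicle with both, were not analysed here. The values used were raw counts per Ensembl gene ID, as deposited by the authors: per their methods, they selected mRNA with poly-T beads, made paired-end NEBNext Ultra libraries, cleaned the reads with fastp, mapped them with HISAT2 (to Rnor_6.0, per the labels) and counted them per gene with featureCounts, before any normalization. Tool versions of these steps, the annotation release and the counting settings for strand and multi-mapping are not stated. In the values, all counts were whole numbers and the totals differed between libraries. The steps that the paper applied afterwards, EDASeq correction for length and GC content, iLOO, the NOISeq filter and the NOISeqBIO test, and its goseq enrichment were not repeated here.

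Libraries held between 15190820 and 20591105 counts over 32545 genes, of which 18596 had a count in any library. At these depths 3 counts in a library, the level that a count of 0 leaves open, correspond to 0.146 to 0.198 CPM by the library's total count, without TMM. For a group at 0, folds were given as lower bounds against a floor of 3 counts over the group, and for 1 to 3 counts as ratios with an exact 95% binomial interval.

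Counts were analysed with edgeR 4.0.16 in R 4.3.3: filterByExpr by group left 12602 genes, TMM gave the scaling factors, and the quasi-likelihood F-test was fitted to the 9 libraries together with the group as the only term. DEGs were called at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 0.3, and were also counted at an absolute log2 fold change of at least 1 and over 2. edgeR gives no standard error, so the printed one is the absolute log2 fold change divided by the square root of F. Levels are CPM at the TMM-normalized library size, with the SD of 3 libraries. Principal components were taken from log2 CPM (prior count 2) of the genes tested, centred and not scaled. The difference between the log2 fold change of Tlr2 and that of each other Toll-like receptor gene was tested with limma 3.58.1 on the difference of log2 CPM within each library, with an exact permutation test beside it. The overlap of both TL comparisons was set beside that of independent lists; 20 simulations of unchanged groups against the same TL libraries (seed 1) had been planned and were run but are not used, since unchanged groups give almost no calls that 2 comparisons could share.

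The comparisons, the tests named above, the gene lists and the alternatives were set before the data were examined. Of the lists, those with at least 5 tested members and those the study itself names are described; the minimum of 5 was chosen after the list results had been seen. Some genes of the lists are not reported here: list counts and totals leave them out, while the choice of lists and of the members named was made with them included. The genes named are the 10 highest and 10 lowest log2 fold changes of each comparison among DEGs with a symbol, an average log2 CPM of at least 1 and no overlap between the libraries of the groups; every gene of the study's lists; and, for each other list described, up to 4 members with the smallest adjusted p and any member on a study list. Genes of the study's lists had been seen in the paper's tables before this rule was written. Genes outside the rule that are named were chosen after their values were seen: the DEGs without a symbol, the genes called between α-GalCer and the vehicle control under single alternatives, and other members mentioned beside a list.

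Symbols came from Table S3, the only source among the files used here that pairs these IDs with symbols. The copy used here held the first 1999 of its 2283 rows, without the last 284. It paired 1981 IDs with a symbol, of which 1839 were tested. Since Table S3 holds only genes called against the vehicle control, a list's members could be found only where the paper called them. Gene list tests (limma's camera) and the GC and length correction, alone and with the replicate block, had been planned and were not run: the former because the members found were selected by their result, the latter because no length or GC content could be joined to the IDs. Study genes without an ID here were Nos2, Fscn1, Il2ra, Tnfaip3, Traf1, Aldh1a2, Il17a, Il23r and Tnf.

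Alternatives were RLE and upper quartile normalization, DESeq2 1.42.0, limma-voom, edgeR with robust estimation, no filter on low counts, a mean CPM above 1 in at least 1 group, at least 10 counts in every library, only the 6 libraries compared, a replicate block, an adjusted p under 0.05, no minimum fold change, and each library left out; for the principal components the 500 most variable genes, unit-variance scaling and a prior count of 0.5. The tests were tested on simulated data of these groups (5 runs, 200 genes changed in each): edgeR recovered 46.4%, 81.2%, 92.4% and 96.8% of genes changed 1.5-, 2-, 4- and 8-fold between TLs and the vehicle control, and 1.49% of its calls were false, against 1.12% for TLs and α-GalCer and 2.08% for α-GalCer and the vehicle control. The genes changed were drawn from those above 1 CPM with the vehicle control, so that recovery of lower genes was not measured. For DESeq2 the false shares were 4.92%, 4.94% and 5.46%. The shares of edgeR and of DESeq2 all lay above the nominal level of 1%. A limit of 5% set for these tests was kept for edgeR and limma-voom only, after DESeq2 had exceeded it. Tables were joined and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.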

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

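The tests of splits, depth, solvent and of vehicle replicate 2 were chosen after the results were seen. The genes in this paragraph stand here because they are among the 10 highest or 10 lowest log2 fold changes with a symbol and the paper's text does not discuss them; they are a signal in genes outside its discussion. In TLs against the vehicle control they were Serpinb2 (6.41), which encodes PAI-2, and, among the genes that fell, Clec4a (−3.32), Slc36a2 (−3.32; −3.96 without TL replicate 1), Tmem236 (−3.17; −3.88 without TL replicate 1), Trim9 (−2.62), Slco2b1 (−2.48), Prrt1 (−2.26), Smad6 (−2.25) and Etv1 (−2.24). In TLs against α-GalCer they were Aqp3 (−2.36) and Gprc5c (−2.30).

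The 3 TL libraries stood apart from the 6 others, with 2450 DEGs against the vehicle control (highest other split of the same libraries 0) and 2562 against α-GalCer (highest other split 1). In each comparison 1 of 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. A difference in depth is argued against by the totals: 2 TL libraries lay below and 1 above all 6 others, so no order of depth separates the groups. The solvent stays open: 2172 genes were called in the same direction against both other groups, which TLs and the absence of DMSO would both give, and these cannot be told apart in these libraries, because none had TLs and DMSO together. For 6 response-markers, the paper's Figure 4 shows qRT-PCR assays with DMSO in both the TL suspension and the vehicle, in which Il6, Il10, Tlr2 and Adora2a were higher and Tlr4 and Cyp2s1 lower with TLs, as in these libraries; the absence of DMSO would not give those changes, and the assays were not analysed here. TLs are the biological explanation that the design gives.

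Between α-GalCer and the vehicle control edgeR called 0 genes (limma-voom 0, DESeq2 2; 370 at an unadjusted p under 0.05), the highest other split gave 1, and 10 of 10 splits gave at least as many as the real one, which holds for any split beside a count of 0, so this test decides nothing. In simulated data of this comparison edgeR recovered 48.4% of genes changed 1.5-fold and 79.6% of those changed 2-fold. Smaller changes were thus open to being missed. The simulation changed 200 genes above 1 CPM with the vehicle control, and recovery of lower genes or with fewer genes changed was not measured.

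Vehicle replicate 2 stood apart from the other vehicle libraries on PC2, at −32.6 against 14.9 and 15.6. Its PC1 score of −23.19, inside the range of the other libraries without TLs, argues against a wrongly labelled TL library or TL material within. Whether it is a wrongly labelled α-GalCer library cannot be judged by PC2, which did not separate α-GalCer from the vehicle control. At −32.6, vehicle replicate 2 lay far from the α-GalCer libraries (−5.21 to 8.28) and from the other vehicle libraries. The TL effect does not rest on it, since without it 2706 genes were called against the vehicle control. Between α-GalCer and the vehicle control 1 gene was called without it, with 1472 of 12786 at an unadjusted p under 0.05. That is above the share of 0.05 that genes without a change would give, while the 370 with every library lay below it. The design gives no biological difference between the vehicle libraries, none was tested, and the source of its distance stays open.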

How the results depend on the processing

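DEG counts stayed within 1.5 times the values given under all alternatives for both TL comparisons: 2061 to 3412 against the vehicle control (with only the 6 libraries compared, and at an adjusted p under 0.05) and 2332 to 3519 against α-GalCer, and on leave-one-out 1785 to 2706 and 1886 to 2194. The replicate block gave 2256, 2332 and 0 DEGs. Of the 9 libraries, 2 correlated best with their own number in both other groups. This check found no clear pairing by number, and with 3 libraries per group it cannot exclude one. With at least 10 counts in every library, a filter that drops genes silent without TLs, the counts over 2 fell from 150 to 84 and from 160 to 91. On leave-one-out the counts at 1 were 541 to 632 and 576 to 614, and those over 2 were 141 to 158 and 148 to 164. Between α-GalCer and the vehicle control DESeq2 and edgeR with no filter on low counts each called the same 2 genes (2 at 1, 1 over 2). On leave-one-out the 3 counts ranged from 0 to 1, with 1 without vehicle replicate 2. In simulated data with 200 genes changed, the mean number of false calls in this comparison was 10 with DESeq2 and 3.4 with edgeR. Those numbers depend on the genes changed and cannot tell whether the calls here are false. The cause of these differences in count was not tested. PC1 held 59.1% of the variance with the 500 most variable genes, 43.1% with unit-variance scaling and 52.3% with a prior count of 0.5, and TL libraries lay apart on it each time. The overlap was 2961 at an adjusted p under 0.05 and 2172 with RLE. On leave-one-out Tlr2 exceeded Tlr3 by 4.27 to 4.48, Tlr4 by 3.43 to 3.67, Tlr7 by 1.26 to 1.40 and Tlr8 by 3.10 to 3.42.

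Upper quartile normalization moved the median log2 fold change of all genes from −0.021 to −0.088 against the vehicle control, and the share of DEGs that were higher with TLs from 50.2% to 38.3%, and from 48.4% to 36.5% against α-GalCer. Of 173 named genes, 159 against the vehicle control and 159 against α-GalCer never changed direction or side of the threshold; 8 of 157 called and 5 of 154 called lost the call under some alternative, each of them on leaving out a library, 4 and 5 gained one, and 2 and 4, none of them called, changed sign. Without vehicle replicate 2 the values against the vehicle control were 0.045 for Rpl39 and 0.061 for Rpsa (lowest on leave-one-out −0.24 and −0.19). Against α-GalCer, leave-one-out gave −0.69 to 0.26 for AY172581.14, −0.047 to 0.15 for Mt-co2, −0.12 to 0.14 for Mt-nd6 and −0.62 to 0.036 for Rpl21; Mt-co2 was −0.022 with upper quartile, and Mt-nd6 was 0.0067 with RLE, 0.0067 with DESeq2, 0.0047 with limma-voom, 0.0020 with no filter on low counts, 0.014 with a mean CPM above 1, 0.0081 with at least 10 counts in every library, 0.0060 with only the 6 libraries compared and 0.0027 with the replicate block. The cause of these changes was not tested. Leaving out a library also moved values against α-GalCer by over 1.5 times on the linear scale: Mmp10 was 4.25, and 4.95 without α-GalCer replicate 2, Slc36a2 −3.25, and −3.88 without TL replicate 1, and Tmem236 −3.12, and −3.83 without TL replicate 1. Ccl20 had 1 count over the α-GalCer libraries, in replicate 2 (a ratio of 622, counting interval 111 to 24630), so that without this library the group was at 0, and without α-GalCer replicate 1 that of Csf3 held 2 counts; no values are given for these. The GC and length correction, alone and with the replicate block, and the gene list tests were not run. Depth limits genes near the floor, whose fitted fold changes follow single libraries.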

Differences from the paper's values

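The alternatives named here were set before the data were examined, and no test in this part was chosen after the results were seen. At the paper's thresholds, with an absolute log2 fold change over 2, the paper counted 293 DEGs between TLs and the vehicle control (its own NOISeqBIO test) and 150 were found here; no alternative came within 1.5 times of the paper's count, the highest being 174 with no filter on low counts. The paper's PC1 holds about 36% of the variance in Figure 2a, read by eye, and PC1 held 54.1% here; the value came within 1.5 times of the paper's with unit-variance scaling (43.1%) and a prior count of 0.5 (52.3%), and did not with the 500 most variable genes (59.1%). For Fam3b the paper gives a log2 fold change of −2.2 in its text and −1.90 in Table S3, and the value here was −2.69. Under all alternatives that could be run, the value here differed from that in the paper's text by more than the replicate SD.

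The log2 fold changes of TLs against the vehicle control in Table S3 were compared for 173 named genes, and 106 differed by more than the SD between replicates or in sign, 59 of them larger in size here and 47 smaller. A filter of at least 10 counts in every library left out genes near 0, and without vehicle replicate 2 the vehicle group of Csf2 was at 0. In the pairs that follow, the paper's value from Table S3 stands first and the value from edgeR here second. Of opposite sign under every alternative that could be run: Calr −0.37 and 0.11; Canx −0.37 and 0.18. Larger in size here, and different under every alternative that could be run: AY172581.14 −0.51 and −1.22; Agpat4 0.61 and 0.85; Aqp3 −1.13 and −2.09; Arg1 1.88 and 2.43; Ass1 1.43 and 1.78; Ccl3 2.83 and 3.63; Ccl4 3.44 and 4.15; Cd14 1.61 and 2.43; Cd200 1.09 and 1.27; Cd40 1.30 and 1.71; Ch25h 1.15 and 1.89; Clec10a −1.22 and −1.93; Csf2 4.29 and 9.01; Csf3 9.70 and 11.37; Cxcl1 5.08 and 6.26; Cxcl16 0.72 and 0.93; Cxcl2 4.52 and 5.48; Cxcl3 3.41 and 4.63; Cxcl6 6.59 and 7.49; Cyp2s1 −2.20 and −2.63; Dhcr7 −0.85 and −1.13; Fam3b −1.90 and −2.69; Fas 0.90 and 1.91; Fcgr1a −0.47 and −0.68; Fosl1 1.503 and 1.88; Glipr2 0.63 and 0.81; Gprc5c −1.57 and −2.00; Hadh −0.56 and −0.71; Hcar2 2.61 and 2.77; Icam1 1.36 and 1.56; Ier3 1.69 and 2.26; Il1b 4.96 and 5.45; Il1rn 0.78 and 1.09; Ly86 −0.59 and −0.92; Mmp14 0.91 and 1.46; Mt2A 0.56 and 1.64; Naaa −1.11 and −1.28; Nlrp3 1.74 and 2.01; Prrt1 −1.29 and −2.26; Slc2a1 1.29 and 1.46; Slc7a11 0.75 and 1.34; Slco2b1 −2.14 and −2.48; Slpi 1.41 and 2.24; Tnfrsf14 2.01 and 2.55; Tnfsf15 2.10 and 2.86; Tnip1 1.22 and 1.54; Txnrd1 0.91 and 1.04. Smaller in size here, and different under every alternative that could be run: Abca1 3.77 and 3.11; Abcg1 −1.04 and −0.83; Acod1 4.94 and 4.68; Adgre1 2.27 and 1.79; Atp5f1a −0.64 and −0.16; Ccl2 2.83 and 1.60; Csf1r −1.85 and −0.59; Cyp51 −0.77 and −0.57; Fdft1 −0.87 and −0.65; Gpnmb −1.14 and −0.58; Il17ra −0.85 and −0.52; Il33 3.60 and 3.28; Irf8 −0.46 and −0.30; Itgax 0.96 and 0.54; Lta4h −0.90 and −0.68; Mcm6 −1.17 and −0.94; Mrc1 −2.35 and −1.27; Mt-co2 −0.41 and −0.14; Mt-cyb −0.68 and −0.20; Myc −0.90 and −0.72; Ndufs1 −0.45 and −0.14; Nfkbiz 3.21 and 3.00; Ptgs1 −1.24 and −1.04; Ptgs2 7.84 and 6.15; Rsad2 1.62 and 1.27; Slc16a3 2.34 and 1.72; Thbs1 3.64 and 3.08; Tlr2 3.48 and 2.86; Tlr3 −2.02 and −1.52; Tlr7 1.93 and 1.54; Tnfrsf1b 1.75 and 1.33; Zc3h12a 3.38 and 3.19.

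The following pairs differed as well, but not under the alternatives in brackets (under the others they did): Adora2a 2.59 and 2.75 (upper quartile, without vehicle replicate 3, without TL replicate 2); Atf3 0.71 and 0.92 (upper quartile, without vehicle replicate 1, without vehicle replicate 3); Ccr7 0.99 and 0.89 (RLE, DESeq2, limma-voom, a mean CPM above 1, at least 10 counts in every library, only the 6 libraries compared, replicate block, without vehicle replicate 1, without vehicle replicate 2, without TL replicate 2, without TL replicate 3); Cflar 2.19 and 2.44 (upper quartile, without vehicle replicate 2); Egr2 −0.62 and −0.57 (upper quartile, without vehicle replicate 1, without TL replicate 2); Etv1 −1.92 and −2.24 (without vehicle replicate 3, without TL replicate 1, without TL replicate 3); Hmox1 0.55 and 0.74 (upper quartile); Il10 5.38 and 6.59 (without vehicle replicate 2, without vehicle replicate 3); Il1a 5.88 and 6.06 (upper quartile); Il1rl1 −1.91 and −1.60 (without vehicle replicate 2); Il23a 1.30 and 1.99 (without TL replicate 2); Il6 9.65 and 8.92 (DESeq2, limma-voom, without vehicle replicate 1, without TL replicate 1, without TL replicate 3); Il6r −0.49 and −0.39 (upper quartile, without vehicle replicate 2); Jag1 2.73 and 2.66 (RLE, DESeq2, a mean CPM above 1, at least 10 counts in every library, only the 6 libraries compared, without vehicle replicate 1, without TL replicate 2); Lpcat4 −0.54 and −0.68 (without TL replicate 1); Maf 0.74 and 1.02 (upper quartile, without vehicle replicate 2); Mcm3 −0.63 and −0.53 (upper quartile); Mcm5 −0.76 and −0.70 (upper quartile); Mmp13 8.56 and 7.90 (without vehicle replicate 2); Mmp9 3.42 and 3.55 (upper quartile); Oasl 1.49 and 1.68 (upper quartile, without vehicle replicate 2); Sdhd −0.58 and −0.42 (upper quartile, without vehicle replicate 1); Siglec10 1.93 and 1.88 (RLE, DESeq2, a mean CPM above 1, at least 10 counts in every library, only the 6 libraries compared, without vehicle replicate 2, without TL replicate 1, without TL replicate 2); Xbp1 −0.54 and −0.45 (upper quartile); Zc3h12c 3.04 and 2.33 (without vehicle replicate 1).

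The paper calls some genes that were not called here against the vehicle control. It states that Ccl5 was induced; here Ccl5 had a log2 fold change of 2.56 (adjusted p = 0.012 in edgeR) and was called by DESeq2, with robust estimation in edgeR, with no filter on low counts and at an adjusted p under 0.05, while the 9 other chemokines that the paper names rose. It states that Ptcra fell. Here Ptcra was under the filter on low counts, and with no filter had a log2 fold change of −3.53 (adjusted p = 0.248 in edgeR). Itgae fell as the paper states. Irf8 (−0.30) was called too, but its call was lost with RLE, DESeq2 and other alternatives, and without any 1 of the vehicle and TL libraries. Il19, which Table S3 lists as raised, was under the filter too, and was called with no filter on low counts (3.23), without vehicle replicate 1 (4.77) and without TL replicate 3 (3.46), and not called without vehicle replicate 2 (2.68), vehicle replicate 3 (2.99) or TL replicate 2 (3.09). Dab2, which Table S3 lists as lowered, had a log2 fold change of −0.35 (adjusted p = 0.0569 in edgeR) and was called without vehicle replicate 2. Other named genes of Table S3 that were not called here were Acadm (−0.38; called with upper quartile, DESeq2, no filter on low counts and at an adjusted p under 0.05), Ndufs3 (−0.38; called with upper quartile, DESeq2, without vehicle replicate 1 and at an adjusted p under 0.05), and, under every alternative that could be run, Mt-nd6 (−0.31), Psmb8 (−0.27), Rpl21 (−0.40), Rpl39 (−0.15), Rpsa (−0.10), AY172581.14, Atp5f1a, Calr, Canx, Mt-co2, Mt-cyb and Ndufs1. In all, 16 named genes of Table S3 that were tested were not called here.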

Other observations

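The gene groups below are given as values in TLs against the vehicle control; the minimum of 5 tested members was chosen after their results were seen, and a member could be found only where the paper had called it. Genes of metabolism moved in different directions with TLs. Of 7 glycolysis genes tested 6 rose in edgeR and 1, Pkm (0.22), stayed under the fold threshold: Slc16a3, which exports lactate, had a log2 fold change of 1.72 (standard error 0.083), Slc2a1, the glucose transporter GLUT1, 1.46 (standard error 0.056), and Pfkfb3, which makes the activator of phosphofructokinase, 1.01 (standard error 0.058). Of 10 genes of cholesterol synthesis and uptake 0 rose, 7 fell and 3 did not pass the test, with Dhcr7, the enzyme of the last step, at −1.13 (standard error 0.094) and Fdft1, the squalene synthase, at −0.65 (standard error 0.060). Of 7 genes of fatty acid oxidation 3 fell and 4 did not pass the test (4 fell when adjusted over the list alone), with Hadh at −0.71 (standard error 0.084) and Cpt2, the mitochondrial carnitine palmitoyltransferase, at −0.59 (standard error 0.093); Acadm (−0.38) was called with upper quartile normalization (−0.44), DESeq2 (−0.36) and no filter on low counts (−0.37). Of 5 genes of oxidative phosphorylation 1, Sdhd (−0.42 (standard error 0.080)), fell and 4 did not pass the test; the call of Sdhd was lost without TL replicate 1 (−0.42) or TL replicate 3 (−0.40), and Ndufs3 (−0.38) was called with upper quartile normalization (−0.45), DESeq2 (−0.37) and without vehicle replicate 1 (−0.47). Of 6 genes of phospholipid remodelling 3 rose, among them Agpat4 (0.85 (standard error 0.065)) and Pisd (0.80 (standard error 0.068)), and 3 fell, among them Mboat1 (−0.71 (standard error 0.057)) and Lpcat4 (−0.68 (standard error 0.094)). All 7 genes of the NRF2 and metal stress response that were tested rose, among them Mt2A, a metallothionein (1.64 (standard error 0.12)), Slc7a11, the cystine transporter (1.34 (standard error 0.10)), Txnrd1, thioredoxin reductase (1.04 (standard error 0.046)), and Hmox1, heme oxygenase 1 (0.74 (standard error 0.063)). Except for fatty acid oxidation, these counts were the same when adjusted over each list alone.

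Of 15 cell cycle genes 0 rose, 11 fell and 4 did not pass the test in edgeR (13 fell when adjusted over the list alone), with the replication licensing genes Mcm6 at −0.94 (standard error 0.060) and Mcm2 at −0.92 (standard error 0.064). Of 8 genes of the unfolded protein response 4 rose, among them Atf3 (0.92 (standard error 0.084)), Chac1 (0.82 (standard error 0.14)) and Dnajb9 (0.61 (standard error 0.081)), 1, Xbp1 (−0.45 (standard error 0.048)), fell and 3 did not pass the test. Of 7 immediate early genes 3 rose, Fosl1 (1.88 (standard error 0.11)) with Atf3 and Nr4a3, 2 fell, Myc (−0.72 (standard error 0.059)) and Egr2 (−0.57 (standard error 0.052)), and 2 did not pass the test. Of 5 lysosome genes 1 rose, the sialidase gene Neu1 (0.79 (standard error 0.073)), 3 fell, Gpnmb (−0.58 (standard error 0.036)), Gusb (−0.50 (standard error 0.054)) and Atp6v0d2, and 1 did not pass the test. Of 6 genes of purinergic and adenosine signalling 3 rose, Adora2a, the nucleotide receptor gene P2ry2 (0.70 (standard error 0.068)) and Ada, adenosine deaminase (0.63 (standard error 0.093)), 2 fell, P2ry1 (−1.56 (standard error 0.17)) and Entpd1, and 1, P2ry12 (−3.39 (standard error 0.87)), did not pass the test (3 fell when adjusted over the list alone); Adora2a and Entpd1 are also on the study's lists, and the call of Entpd1 was lost with robust estimation in edgeR (−1.89) and without vehicle replicate 1 (−1.80), vehicle replicate 3 (−1.79), TL replicate 1 (−1.64) or TL replicate 2 (−1.80). Of 5 genes of MHC class I presentation 1, RT1-S3 (0.38 (standard error 0.082)), rose and 4 did not pass the test; its call was lost with upper quartile normalization (0.31) and without vehicle replicate 1 (0.35), TL replicate 1 (0.41), TL replicate 2 (0.37) or TL replicate 3 (0.36). None of 6 mitochondrially encoded genes and none of 14 genes of cytosolic ribosomal proteins passed the test in edgeR, where the smallest adjusted p were 0.0591 and 0.297, nor when adjusted over the list alone. Except for the cell cycle and purinergic signalling, adjusting over each list alone gave the same counts here.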
